# IL-21 isoform transgenic mice spontaneously develop mammary tumors: possible involvement of IL-21-induced osteopontin expression in tumorigenesis

**DOI:** 10.3389/fimmu.2026.1834095

**Published:** 2026-06-01

**Authors:** Risako Yamaguchi, Akemi Araki, Yuji Takeda, Shinichi Saitoh, Junji Yokozawa, Masahiro Yamamoto, Naing Ye Aung, Mitsuru Futakuchi, Satoru Nagase, Hironobu Asao

**Keywords:** immunosuppression, interleukin-21, interleukin-21 isoform, mammary tumor, osteopontin

## Abstract

**Introduction:**

Interleukin-21 (IL-21) is a pleiotropic cytokine produced by CD4^+^ T cells that critically regulates the differentiation and functions of various adaptive and innate immune cells. Emerging evidence suggests that IL-21 production increases in CD4^+^ T cells during aging. However, the long-term impact of sustained IL-21 exposure on peripheral tissues remains unclear.

**Methods:**

To address this question, we generated transgenic mice expressing a membrane-bound IL-21 isoform specifically in T cells (IL-21isoTg mice) and analyzed age-associated tissue alterations.

**Results:**

Female IL-21isoTg mice developed progressive mammary gland dysplasia beginning at approximately 14 weeks of age, and more than 45% developed mammary tumors after 12 months. Comprehensive gene expression analysis of mammary epithelial cells (MECs) isolated prior to tumor onset (10 weeks of age) revealed robust upregulation of the *Spp1* gene encoding osteopontin (OPN) in IL-21isoTg mice. Quantitative RT-PCR confirmed a significant increase in *Spp1* expression in both MECs and mammary stromal cells of IL-21isoTg mice. Given the established role of OPN in shaping the tumor microenvironment (TME) and promoting immunosuppression, we investigated the mechanism underlying *Spp1* induction. Using splenocytes as a surrogate model for mammary stromal immune cells, we found that IL-21 stimulation selectively enhanced OPN expression in macrophages and B cells. In contrast, cytokines previously reported to induce *Spp1*, including IL-1β, IL-6, IL-17A, and TNF-α, failed to significantly upregulate *Spp1* in this context, indicating an IL-21-specific effect. Although IL-21 did not directly affect mammary epithelial tumor cell lines, it induced splenocyte-derived IL-6 and TNF-α, which subsequently promoted *Spp1* expression in tumor cell lines. These findings suggest that in IL-21isoTg mice, T cells accumulating in the mammary gland produce IL-21iso, which directly induces OPN expression in macrophages and B cells, and indirectly enhances OPN expression in MECs through IL-6 and TNF-α. Age-associated increases in IL-21 production may, therefore, promote mammary tumor development and progression by enhancing OPN expression, leading to local inflammation and immunosuppression within the mammary tissue.

## 1 Introduction

Interleukin-21 (IL-21) and its receptor (IL-21R) were identified as members of the cytokine and cytokine receptor families (1, 2). IL-21R forms a heterodimeric complex with the common γ-chain and transduces signals predominantly through activation of STAT3 upon ligand engagement (3, 4). IL-21, mainly produced by activated CD4^+^ and natural killer T cells (1), exerts pleiotropic immunoregulatory functions (5). Among the CD4^+^ T cell subsets, T helper 17 (Th17) cells are a major source of IL-21, which contributes to the differentiation and function of the Th17 lineage in an autocrine manner (6–12). In addition, follicular helper T cells produce IL-21 and, together with IL-4 and CD40L, regulate B cell activation and antibody production (13–15).

IL-21 also cooperates with other γc cytokines, such as IL-7 and IL-15, to regulate CD8^+^ T cell proliferation, activation, and memory formation (16–20). Notably, IL-21 sustains the function of exhausted CD8^+^ T cells during chronic viral infections and limits T cell exhaustion, thereby contributing to viral control (21–25). Collectively, these findings establish IL-21 as a central modulator of adaptive immunity.

To elucidate the *in vivo* functions of IL-21, we initially attempted to generate IL-21 transgenic mice. However, stable lines could not be established. Therefore, we generated transgenic mice expressing a membrane-bound IL-21 isoform (IL-21iso) that retains functional properties of secreted IL-21 (26, 27) specifically in T cells (IL-21isoTg mice). IL-21isoTg mice were born according to Mendelian ratios and exhibited no prominent phenotypic differences from wild-type mice at birth. However, DSS-induced colitis was significantly exacerbated in IL-21isoTg mice compared to wild-type mice, with a marked increase in inflammatory responses (28).

In humans, CD4^+^ T cells from elderly individuals produce higher levels of IL-21 than those from younger individuals, and this increase correlates with cytomegalovirus infection (29). Elevated circulating IL-21 levels have also been reported in elderly patients with Alzheimer’s disease or mild cognitive impairment, suggesting systemic consequences of chronic IL-21 exposure (30, 31). These observations suggest that sustained IL-21 production during aging influences peripheral tissue homeostasis and disease susceptibility. Therefore, to investigate the effects of long-term IL-21 exposure, we aged IL-21isoTg mice and evaluated their natural course.

Osteopontin (OPN) is a multifunctional secreted phosphoprotein initially identified in cancer cells (32); however, its pivotal roles in bone remodeling, angiogenesis, and immunomodulation are now well-established (33). Beyond its physiological functions, OPN contributes to tumor progression, metastasis, and immunosuppression across various human malignancies (34–36). Elevated OPN expression has been reported in multiple cancers, including breast cancer, and correlates with poor prognosis (37, 38). Recent studies have also demonstrated that OPN derived from tumor-associated macrophages promotes CD8^+^ T cell exhaustion (39–41).

In this study, we identified robust OPN expression in the mammary epithelium and stromal cells of IL-21isoTg mice. Given its significant role in tumor-associated immunomodulation, we investigated the involvement of OPN in mammary tumor development in this model.

## 2 Materials and methods

### 2.1 Mice

IL-21isoTg mice on the BALB/c background were generated as previously described (28). Mice were maintained under specific pathogen-free conditions with a 12-h light/dark cycle and provided *ad libitum* access to standard chow and water until the designated age. For the long-term observation cohort shown in **Figure 1A**, a total of 65 animals per group were analyzed. This represents the cumulative total from multiple experimental cohorts monitored over a 5-year period. Each cohort consisted of 2–4 female wild-type and transgenic littermates, which were followed for up to 20 months. For other experiments, independent mice separate from this long-term cohort were used, and the results represent the summary of at least three independent experimental replicates.

**Figure 1:**
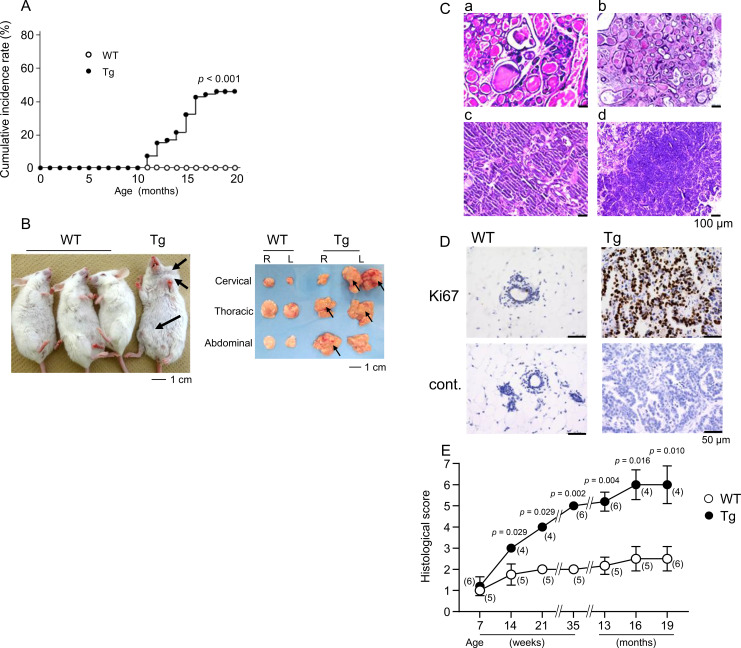
Spontaneous development of mammary tumors in female IL-21isoTg mice. **(A)** Cumulative incidence (%) of mammary tumors in wild-type (open circles, n = 65) and IL-21isoTg mice (closed circles, n = 65). Statistical significance of difference was evaluated using the log-rank test. **(B)** Representative gross appearance of wild-type and IL-21isoTg mice (left) and macroscopic view of mammary glands (right). Arrows indicate tumor sites. R, right; L, left. **(C)** Hematoxylin and eosin staining of mammary tumors from 11–17-month-old IL-21isoTg mice. **(a, b)** Tubular adenoma. **(c, d)** Adenocarcinoma. **(D)** Ki67 immunostaining of mammary tissue from a 15-month-old wild-type mouse (left) and mammary tumor from a 15-month-old IL-21isoTg mouse (right) (upper panels). Isotype control staining is shown in the lower panels. **(E)** Histological scoring of age-related changes in mammary gland tissues from IL-21isoTg and wild-type mice without macroscopically detectable tumors. The number of mice in each group is indicated in parentheses in the figure. Statistical analysis was performed using the Mann–Whitney U test.

All female mice used for mammary tissue analysis were virgin, and their estrous cycle stages were randomized to minimize potential hormonal influence. Eight-week-old Tg mice were randomly assigned to the ovariectomy group (n = 9) or the sham-operated group (n = 7). For anesthesia, a mixture of medetomidine (0.3 mg/kg), midazolam (4 mg/kg), and butorphanol (5 mg/kg) was administered subcutaneously. These mice were observed for a period of up to approximately 20 months. All animal experiments were conducted in accordance with the guidelines of the Laboratory Animal Center of the Yamagata University Faculty of Medicine and approved by the Institutional Animal Care and Use Committee of the Yamagata University Faculty of Medicine (approval no. R7083).

### 2.2 Histopathological analysis

After euthanasia, the entire mammary glands from both the left and right sides were collected and analyzed individually. Mammary tissues were fixed with 4% paraformaldehyde in phosphate-buffered saline, embedded in paraffin, and sectioned. The sections were stained with hematoxylin and eosin according to standard procedures.

For immunohistochemical studies, monoclonal antibodies against Ki67 (clone sp6; ab16667, Abcam, Cambridge, UK) and Osteopontin (clone EPR21138; ab218237, Abcam) were used. Tissue samples were collected from the fourth inguinal mammary gland. All procedures were carried out using the BOND RXm autostainer (Leica Biosystems, Nussloch, Germany) according to the manufacturer’s protocols. Immunoreactivity was visualized using brown staining with 3,3’-diaminobenzidine (DAB; BOND Polymer Refine Detection, Leica Biosystems), and sections were counterstained with hematoxylin (BOND Polymer Refine Detection, Leica Biosystems).

### 2.3 Histological scoring of mammary tissue

Hematoxylin and eosin-stained mammary gland sections were examined microscopically and scored as follows:

1 point, few normal ducts;
2 points, numerous normal ducts;
3 points, few dilated ducts;
4 points, numerous dilated ducts;
5 points, markedly increased dilated ducts;
6 points, tubular adenoma;
7 points, adenocarcinoma

The highest score among all mammary gland tissues in each mouse was taken as the score for that mouse.

### 2.4 Whole-mount staining of mammary glands

The fourth inguinal mammary gland was dissected and spread on a glass slide. Tissues were fixed overnight at 4 °C in 4% paraformaldehyde and stained overnight at 20˚C with 0.2% carmine and 0.5% aluminum potassium sulfate, as previously described (42, 43).

### 2.5 Isolation and purification of MECs

MECs were isolated using previously described methods with minor modifications (44, 45). Mammary tissue was minced into approximately 1 mm² fragments and digested in RPMI-1640 containing 5% fetal calf serum, 1 mg/mL collagenase type IV (Sigma), and 0.05 mg/mL DNase I (Sigma) at 37 °C for 90 min with gentle shaking (95 rpm).

After digestion, the cells were washed twice with phosphate-buffered saline and treated with the ACK buffer to remove erythrocytes. Cells were further incubated with 0.125% trypsin at 37 °C for 2 min, followed by treatment with 5 mg/mL dispase and 0.1 mg/mL DNase I in RPMI-1640 with 5% fetal calf serum at 37 °C for 2 min. The cell suspension was filtered through a 40 μm mesh.

Negative selection was performed using PE-conjugated antibodies against CD45, CD31, and CD140a. The cells were then incubated with BD IMag anti-PE magnetic particles (BD Biosciences), according to the manufacturer’s protocol.

### 2.6 RNA isolation and quantitative real-time RT-PCR

Total RNA was extracted using TRIzol™ Reagent (Invitrogen). cDNA was synthesized from 0.1 μg total RNA using the ReverTra Ace™ qPCR RT Master Mix with gDNA Remover (TOYOBO) according to the manufacturer’s instructions.

Quantitative PCR was performed using TB Green Premix Ex Taq™ II FAST (TaKaRa Bio) on a CFX96 Real-Time PCR Detection System (Bio-Rad). Relative gene expression was calculated using the 2^−ΔΔCt^ method, with mouse Actb mRNA expression levels as internal control. 

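The primer pairs were matched to the transcripts of the GENCODE M21 annotation of the mouse genome build GRCm38. Of 15 pairs, 13 had both primers in full in at least 1 transcript of their gene, with products of 94 to 295 bp, apart from a product of 1414 bp on 1 of the 3 Il6 transcripts that the Il6 pair matched. The Spp1 pair lay in 4 of the 7 annotated Spp1 transcripts and in no other gene, with a product of 94 bp. The Actb pair, with a product of 131 bp, was also found in transcripts of 9 other genes, among them Actg1 and several processed pseudogenes. For the Il21 pair and the Il21 isoform pair, the forward primer matched 1 and 2 of the 3 Il21 transcripts and the reverse primer matched none in full.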

The primer sequences are listed in **Table 1**.

**Table 1:** Primers used.

Gene	Forward primer (5’→3’)	Reverse primer (5’→3’)
*Actb*	TGACAGGATGCAGAAGGAGA	GCTGGAAGGTGGACAGTGAG
*Epcam*	TTGCAGACTGCGCTTCAAGA	ACTCGGGTGCCTTTTCATCA
*Erbb2*	GGTGTGAAGCCAGACCTCTC	GGATCTTCTGTCGCCTTCGT
*Esr1*	CTGCCAAGGAGACTCGCTAC	TCTTTCCGTATGCCGCCTTT
*Il1b*	GTTGACGGACCCCAAAAGATG	CCTCATCCTGGAAGGTCCAC
*Il6*	TGGAGTACCATAGCTACCTGGA	TGACTCCAGCTTATCTGTTAGGAG
*Il10*	CCCTGGGTGAGAAGCTGAAGAC	ACCTGCTCCACTGCCTTGC
*Il17a*	CTGAGGCCAAGGACTTCCTCCA	GGCACTGAGCTTCCCAGATCAC
*Il21*	TGGCTCCTTCAAAAGATGAT	AAACTAGTATGTACTCCTGCATTCGTG
*Il21iso*	GAGGAAAGAAACAGAAGCACA	AGACACAACATGGAAGTGAAA
*Krt7*	AAGGGGAGCTGGCAATCAAG	CCCATGGTTCCTCCGAAGAT
*Pgr*	GATGTGGTCTATGCAGGGCA	ATGCTTGTACGACCTCCACC
*Prlr*	TGCACTTGCTTACATGCTGC	TTGGGGCCACTGGTTTTGTA
*Spp1*	TGGTGGTGATCTAGTGGTG	CATGGTCGTAGTTAGTCCTG
*Tnf*	ACCCTCACACTCAGATCATC	GAGTAGACAAGGTACAACCC

### 2.7 Bulk RNA sequencing

Total RNA from MECs was extracted using TRIzol™ Reagent and treated with DNase I. RNA quality was assessed using a 4200 TapeStation system (Agilent). Poly(A)-selected RNA libraries from IL-21isoTg and wild-type mice (n = 3 per group) were sequenced using the Illumina NovaSeq 6000 platform with 150-bp paired-end reads (Rhelixa, Tokyo, Japan). Raw sequencing data were evaluated using FastQC (v0.11.7).

### 2.8 Flow cytometry

Isolated mammary gland cells, splenocytes, 5T7 cells, and 2T10 cells were analyzed using flow cytometry. For cell-surface antigen analysis, cells were stained with fluorochrome-conjugated monoclonal antibodies (mAbs). For intracellular staining of OPN and IL-21, cells were fixed and permeabilized using Fixation and Permeabilization Solution (BD Biosciences, #554722), followed by staining with labeled antibodies in Intracellular Staining Wash Buffer (BioLegend, #421002) in the presence of an Fc-blocking antibody (anti-CD16/32, clone 2.4G2). Ki67 staining was performed using 70% ethanol according to the BioLegend protocol. Peripheral blood was collected via retro-orbital bleeding, and after red blood cell lysis with ACK buffer, lymphocytes were separated. Foxp3 staining was performed using the eBioscience™ Foxp3/Transcription Factor Staining Buffer Set (#00-5523). Dead cells were excluded using Zombie NIR (BioLegend). Data were acquired using a FACSMelody™ flow cytometer (BD Biosciences) and analyzed using FlowJo v10 software.

### 2.9 Antibodies and cytokines

Antibodies used in this study were PE-anti-CD45, APC-anti-CD45 and FITC-anti-CD45 (clone 30-F11, BioLegend), PE-anti-CD31 and APC-anti-CD31 (clone 390, BioLegend), PE-anti-CD140a and APC-anti-CD140a (clone APA5, BioLegend), Pacific Blue-anti-CD24 (clone M1/69, BioLegend), FITC-anti-CD49f (clone GoH3, BioLegend), APC-anti-F4/80 and PE-anti-F4/80 (clone BM8, BioLegend), Pacific Blue-anti-CD11b (clone M1/70, BioLegend), PE-anti-CD206 (clone C068C2, BioLegend), FITC-anti-CD86 (clone PO3, BioLegend), APC-anti-I-A/I-E and APC/Fire™-anti-I-A/I-E (clone M5/114.15.2, BioLegend), FITC-anti-CD3 (clone 17A2, BioLegend), FITC-anti-CD3ϵ (clone 145-2C11, Biolegend), Pacific Blue-anti-CD3 (clone 17A2, BioLegend), Pacific Blue-anti CD4 (clone GK1.5, Biolegend), PerCP/Cyanine5.5-anti-CD11c (clone N418, BioLegend), PE-anti-CD45R/B220 (clone RA3-6B2, BioLegend), PerCP/Cyanine5.5-anti-Ly-6C (clone HK1.4, BioLegend), Brilliant Violet 421™-anti-Ly-6G (clone 1A8, BioLegend), Brilliant Violet 421™-anti-Ly-6G/Ly-6C (Gr1) (clone RB6-8C5, BioLegend), CoraLite Plus 647-anti-osteopontin (Proteintech), CoraLite Plus 647-IgG isotype control (Proteintech), PE-anti-Ki67 (clone 11F6, BioLegend), PE-anti-Foxp3 (clone FJK-16s, eBioscience), anti-Ki67 (clone sp6, abcam), anti-Osteopontin (clone EPR21138, Abcam) and APC-anti-IL-21 (clone S200178, BioLegend).

Recombinant cytokines used included mouse IL-1 beta (R&D systems), human IL-6 (Peprotech), mouse IL-17A (R&D systems), mouse IL-21 (R&D systems), human TNF-α (R&D systems).

### 2.10 Cell lines and culture

The 5T7 and 2T10 cell lines were derived from spontaneous thoracic mammary tumors identified in IL-21isoTg mice at 12 and 15 months of age, respectively. To stabilize their tumorigenic properties, each tumor was initially transplanted subcutaneously into syngeneic mice and serially passaged twice *in vivo*. Subsequently, the resulting tumor tissues were harvested, dissociated, and subjected to continuous *in vitro* culture to establish the stable cell lines. Murine splenocytes were prepared by mechanical dissociation and erythrocyte lysis in the ACK buffer.

Cells were cultured in RPMI 1640 supplemented with 10% fetal calf serum, 50 μM 2-mercaptoethanol, 100 U/mL penicillin, and 10 μg/mL streptomycin. Renca cells (CRL-2947) were provided by Professor Norihiko Tsuchiya (Yamagata University, Japan).

### 2.11 Tumor transplantation

Seventeen-to-eighteen-week-old mice were injected subcutaneously with 5 × 10^5^ Renca cells into the right dorsal flank. Tumor size was measured using digital calipers, and tumor volume was calculated as follows:

(tumor volume; mm^3^) = (major axis; mm) x (minor axis; mm)^2^ x 0.5236 (46).

### 2.12 ELISA

Serum estradiol and prolactin levels were measured using ELISA kits for estradiol (Calbiotech) and mouse prolactin (Abcam), respectively, according to the manufacturers’ protocols.

### 2.13 Statistical analysis

Data are presented as the mean ± standard deviation. Data from independent experiments were pooled as appropriate. Statistical tests are specified in the respective Figure legends. Statistical analyses were performed using GraphPad Prism version 8. Differences were considered statistically significant if the null hypothesis could be rejected at the 0.05 probability level.

## 3 Results

### 3.1 Female IL-21isoTg mice develop mammary tumors at a high frequency

When IL-21isoTg mice were maintained under specific pathogen-free conditions, palpable mammary tumors became apparent from approximately 12 months of age. The incidence rate exceeded 45% at 20 months of age (**Figure 1A**). In contrast, no mammary tumors were observed in the wild-type mice. Images of 16-month-old wild-type mice and tumor-bearing IL-21isoTg mice, including photos of mammary tissues, are shown in **Figure 1B**. Tumors developed in multiple mammary glands, particularly in the thoracic mammary glands (**Supplementary Figure 1A**).

Hematoxylin and eosin-stained sections of mammary tumors from IL-21isoTg mice aged 11–17 months are shown in **Figure 1C**. Histopathological examination revealed features consistent with tubular adenoma (a, b) and adenocarcinoma (c, d). To evaluate the proliferative index of tumor cells, adenocarcinoma tissues were stained for Ki67. Ki67 expression was clearly detected in tumor tissues from IL-21isoTg mice but not in samples from age-matched wild-type littermates (**Figure 1D**).

Furthermore, Ki67 staining of mammary tissues from IL-21isoTg mice without overt tumor formation demonstrated a significantly increased number of Ki67-positive cells compared with that in wild-type mice (**Supplementary Figure 1B**).

Whole-mount staining of mammary glands from 20-week-old mice revealed that IL-21isoTg mice exhibited marked mammary gland development and ductal dilation compared to their wild-type counterparts (**Supplementary Figure 1C**).

To further assess early histological changes, mice without macroscopically detectable tumors were sacrificed, and mammary gland alterations were scored. Ductal dilation was observed in IL-21isoTg mice as early as at 14 weeks of age and its severity progressively increased with age. With advancing age, a substantial proportion of IL-21isoTg mice developed tubular adenomas and adenocarcinomas (**Figure 1E**).

### 3.2 Increased numbers of MECs and M2 macrophages in IL-21isoTg mice prior to tumor development

Whole mammary glands, excluding the draining lymph nodes, were digested with collagenase, and MECs (CD45^−^CD31^−^CD140a^−^) were analyzed by flow cytometry using antibodies against CD24 and CD49f. The total numbers of mammary gland cells per gland, MECs, CD49f^low^ luminal cells (integrin α6^low^), and CD49f^high^ basal cells (integrin α6^high^) were all significantly increased in IL-21isoTg mice compared with their levels in wild-type mice (**Figure 2A**).

**Figure 2:**
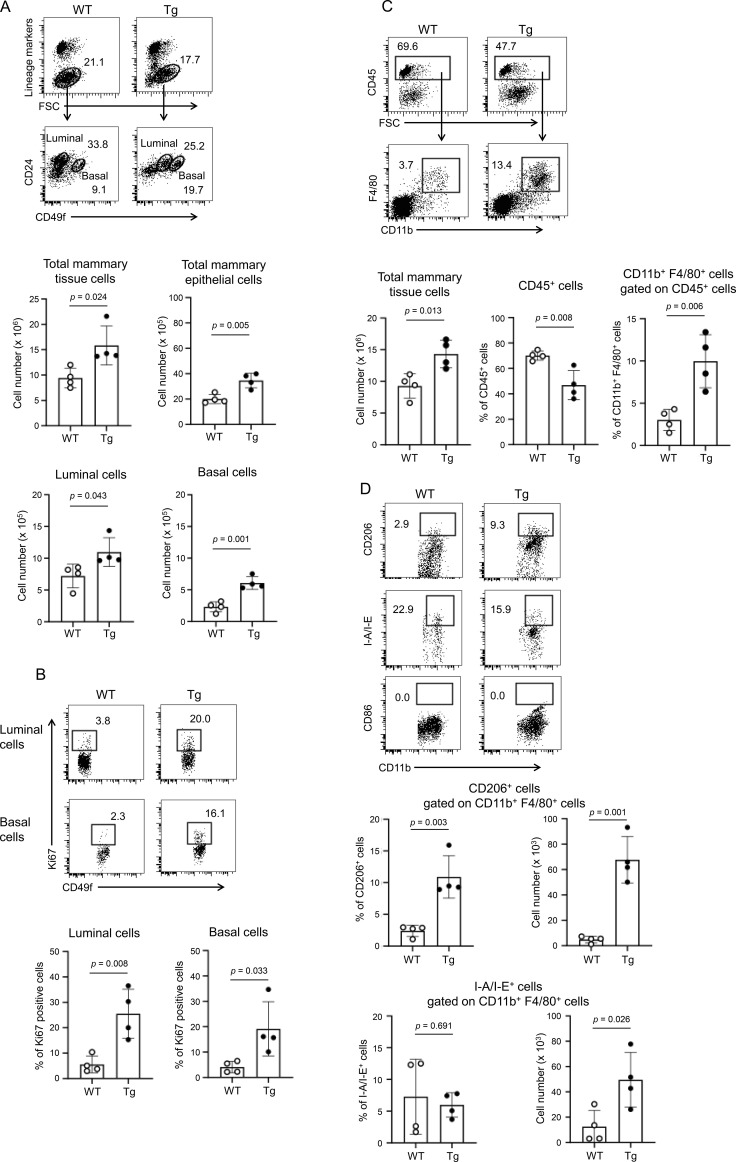
Increased abundance of MECs and M2 macrophages in IL-21isoTg mice. **(A)** Flow cytometry analysis of MECs from 16–19-week-old mice. Antibodies against lineage markers CD45, CD31, and CD140a were used to exclude hematopoietic, endothelial, and fibroblast cells. Lineage-negative cells were gated and analyzed for CD24 and CD49f expression (upper panels). Total mammary cells and their subsets (mammary, luminal, and basal cells) are shown (lower panels). n = 4. Mann–Whitney U test. **(B)** Flow cytometry analysis of Ki67-positive luminal and basal cells from 16–19-week-old mice (upper panels). Frequencies of Ki67-positive cells are shown (lower panels). n = 4. Mann–Whitney U test. **(C)** Flow cytometry analysis of CD11b^+^F4/80^+^ macrophages among CD45^+^ cells accumulated in mammary tissues from 30–35-week-old mice (upper panels). Total mammary cells as well as frequencies of CD45^+^ and CD11b^+^F4/80^+^ cells are shown (lower panels). n = 4. Mann–Whitney U test. **(D)** Flow cytometry analysis of CD206, I-A/I-E, and CD86 expression in F4/80^+^ macrophages from mammary tissues of 30–35-week-old mice (upper panels). Frequencies and absolute numbers of CD206^+^ and I-A/I-E^+^ macrophages are shown (lower panels). n = 4. Mann–Whitney U test.

Moreover, the mean fluorescence intensity (MFI) of CD49f was significantly elevated in IL-21isoTg mice relative to that in wild-type controls, suggesting phenotypic alterations in MECs (**Supplementary Figure 2**). Ki67 staining of each epithelial subset revealed a significantly higher proportion of Ki67-positive cells in IL-21isoTg mice (**Figure 2B**), which was consistent with the increased Ki67 staining observed in mammary tissue sections (**Supplementary Figure 1B**).

Next, we analyzed the CD45^+^ hematopoietic cells infiltrating the mammary glands. Although the overall proportion of CD45^+^ cells was reduced in IL-21isoTg mice due to the marked expansion of total mammary gland cells, the proportion of CD11b^+^F4/80^+^ macrophages within the CD45^+^ population was clearly increased (**Figure 2C**).

Further characterization of macrophage subsets using M1 markers (I-A/I-E or CD86) and M2 marker CD206 demonstrated a marked increase in both the number and proportion of M2 macrophages in IL-21isoTg mice. In contrast, the proportion of M1 macrophages was unchanged, although their absolute number was slightly increased in IL-21isoTg mice (**Figure 2D**). CD86-positive macrophages were rarely detected in mice of either genotype.

### 3.3 Upregulation of the OPN-encoding *Spp1* gene expression in MECs and stromal cells of IL-21isoTg mice

In humans, hormonal factors, such as estrogen, prolactin, and progesterone, are known to contribute to breast cancer development (47–49). We initially hypothesized that dysregulation of these hormones might underlie mammary tumor development in IL-21isoTg mice. However, serum levels of these hormones were comparable between the wild-type and IL-21isoTg mice. Notably, estrogen levels tended to be lower in the IL-21isoTg mice (**Supplementary Figure 3A**).

To further examine the role of estrogen, ovariectomy was performed in 8-week-old IL-21isoTg mice, and mammary tumor development was monitored. Mammary tumors developed in ovariectomized (OVX) IL-21isoTg mice at the same rate as in sham-operated IL-21isoTg controls (**Table 2**). These findings suggest that estrogen was unlikely essential for mammary tumor development in IL-21isoTg mice. The estrogen receptor in MECs tended to be expressed at higher levels in IL-21isoTg mice (**Supplementary Figures 3B**, left), suggesting the possibility of enhanced sensitivity to estrogen signaling. Further studies are required to clarify the role of estrogen signaling in tumor development using this model.

**Table 2:** Number of mice that developed tumors after OVX surgery.

Surgery	No tumor	Tumor
Sham	3	4
OVX	3	6

To investigate early molecular alterations prior to tumor formation, MECs were isolated from 10-week-old mice and subjected to RNA sequencing analysis, followed by comparison with wild-type controls. 

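MECs are mammary epithelial cells, here the cells left after those carrying CD45 (leukocytes), CD31 (endothelium) or CD140a (fibroblasts) were removed. RNA was sequenced from MECs of 3 wild-type and 3 IL-21isoTg female mice at 10 weeks of age, 1 library per mouse. The authors deposited the number of reads counted on each gene in each mouse, without normalization, the same counts divided by a size factor for each mouse, and a table of their comparison between the genotypes. The text of the paper does not name the aligner, the counting program or the annotation. Of 31286 gene identifiers shared by the deposited comparison and the GENCODE M21 annotation of GRCm38, 31020 had the same start and end in both. The total count on genes was 22291180, 17020403 and 20089303 in the wild-type mice and 25719244, 23034689 and 15902886 in the IL-21isoTg mice. These totals overlapped between the genotypes (exact permutation test, both sides counted, p = 0.7). With 3 mice against 3, this test cannot give a p below 0.1. At these depths 3 counts, taken as the smallest level that can be shown, correspond to between 0.112 and 0.280 CPM (counts scaled to a common library size), which covers counting error only.

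Starting from the deposited counts, library sizes were normalized with edgeR's TMM method, and the genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The count table lists 55487 genes, of which 28839 had a count in at least 1 mouse and 17165 passed the filter on low counts and were tested. The first principal component of log2 CPM carried 33.8% of the variance and did not separate the genotypes (exact permutation test, p = 0.9). A list of 15 genes typical of the parotid and sublingual salivary glands, drawn up after the counts were seen, took 27.6%, 7.58% and 18.4% of the counts in the wild-type mice and 26.2%, 5.77% and 46.7% in the IL-21isoTg mice.

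The gene behind the genotype, Il21 (ENSMUSG00000027718), lies on chromosome 3 of GRCm38 from 37222759 to 37232636 on the minus strand. Its counts were 0, 0 and 37 in the wild-type mice and 795, 216 and 131 in the IL-21isoTg mice, so the third wild-type mouse was not free of Il21 counts. The log2 fold change was 4.98 (standard error 1.27, adjusted p = 0.757), and the groups did not overlap (exact permutation test, p = 0.1). Standard errors given with edgeR's test were derived from the fold change and the test's F statistic. For Il21 the authors' deposited table has a standard error of 2.34 at a log2 fold change of 5.02. The antisense gene Gm12534 shares 469 bp with the Il21 exons, and the strand setting of the counting is not stated, so reads of the 2 genes could have been exchanged.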

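The 5 casein genes Csn1s1, Csn2, Csn1s2a, Csn1s2b and Csn3, which encode the main milk proteins, lie together on chromosome 5 of GRCm38 between 87666208 and 87932665, and Lalba, which encodes α-lactalbumin, lies on chromosome 15 from 98480400 to 98482721. Csn1s2b (ENSMUSG00000061388) had 0.779 ± 0.481 CPM (SD, n = 3 mice) in wild-type MECs and 13.3 ± 1.77 CPM (SD, n = 3) in IL-21isoTg MECs, a log2 fold change of 4.08 (standard error 0.45, adjusted p = 0.126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Csn3 rose from 389 ± 42.7 to 1584 ± 652 CPM, with a log2 fold change of 2.02 (standard error 0.33, adjusted p = 0.355). Lalba (ENSMUSG00000022991) rose from 18.5 ± 12.9 to 193 ± 58.6 CPM, with a log2 fold change of 3.39 (standard error 0.54, adjusted p = 0.355). For Csn1s1 the log2 fold change was 4.08 (standard error 0.80, adjusted p = 0.489), from 126 ± 128 to 2123 ± 632 CPM. Csn2 and Csn1s2a had log2 fold changes of 4.81 and 4.95 with standard errors of 1.51 and 1.73 and an adjusted p of 0.809 each. Their wild-type values differed widely between mice, with Csn2 counts of 321, 209 and 11565 and Csn1s2a counts of 74, 115 and 9268. The high values were those of the third wild-type mouse, the wild-type mouse that also had Il21 counts. For each of the 6 genes all 3 IL-21isoTg mice lay above all 3 wild-type mice (exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). None of the 6 had an adjusted p under 0.05 over all 17165 genes tested, and all 6 had an unadjusted p under 0.05. DESeq2's Wald test, edgeR's likelihood ratio test, and DESeq2 on all genes without independent filtering (chosen after seeing the data) each put 4 of the 6 under 0.05 after adjustment, and without the third wild-type mouse 3 of the 6 passed in edgeR's test.

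**Figure D1:**
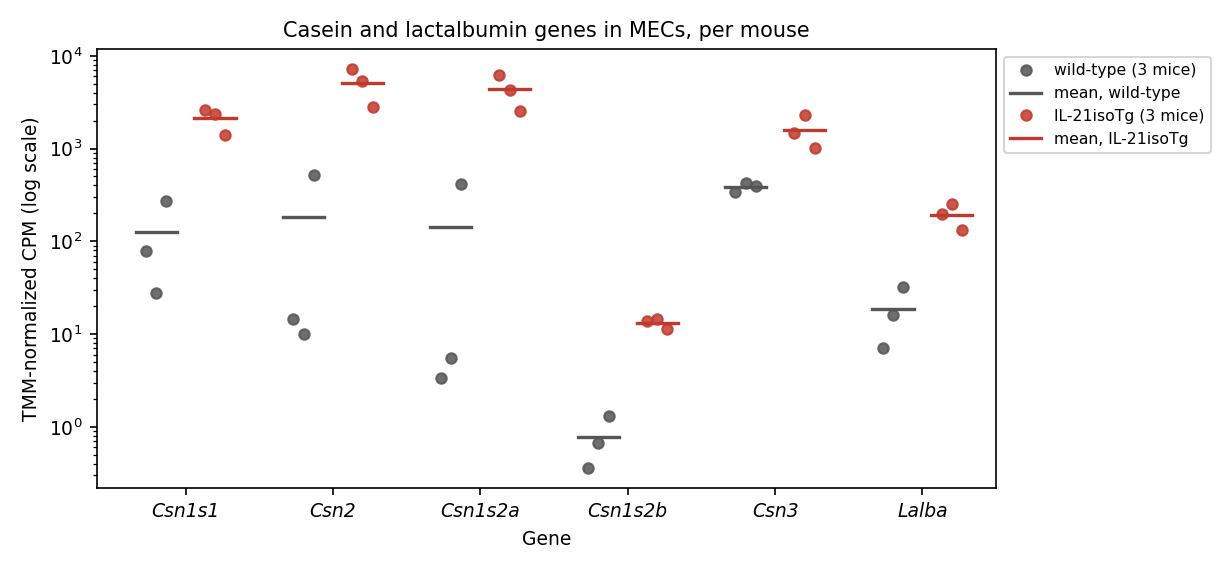
TMM-normalized CPM (log axis) of the casein and lactalbumin genes in MECs of 3 wild-type mice (grey points) and 3 IL-21isoTg mice (red points), with lines at the means. The IL-21isoTg mice lie above the wild-type mice in all 6 genes, and the third wild-type mouse stands apart from the other wild-type mice in Csn2 and Csn1s2a.

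Taken as a set with Wap and Glycam1, the 8 milk protein genes had a median log2 fold change of 4.08 and were higher in 8 of 8 genes, with an adjusted p of 0.0394 in limma's fry rotation test and 3.07e-42 in its camera test, adjusted over 21 gene sets. Camera was run with an inter-gene correlation of 0.01, so its p does not measure the spread between mice. Under a split of the mice not by genotype it gave this set an adjusted p of 3.96e-07. Csn1s1, Csn1s2b, Csn3, Lalba and Glycam1 are also labelled in Fig. 3A, from these same data. Within the casein region, the 3 other genes that passed the filter, Odam, BC037156 and 1700066N21Rik, had log2 fold changes of 0.94, 0.86 and 0.68, with adjusted p-values of 0.827 to 0.873. With the salivary gland gene level as a covariate, chosen after seeing the data, Odam had -0.088 and 1700066N21Rik -0.053. Their small rises are thus not told apart from the salivary gland gene level. The transcript 1700066N21Rik runs antisense across Csn3 without sharing exon sequence with it.

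**Figure D2:**
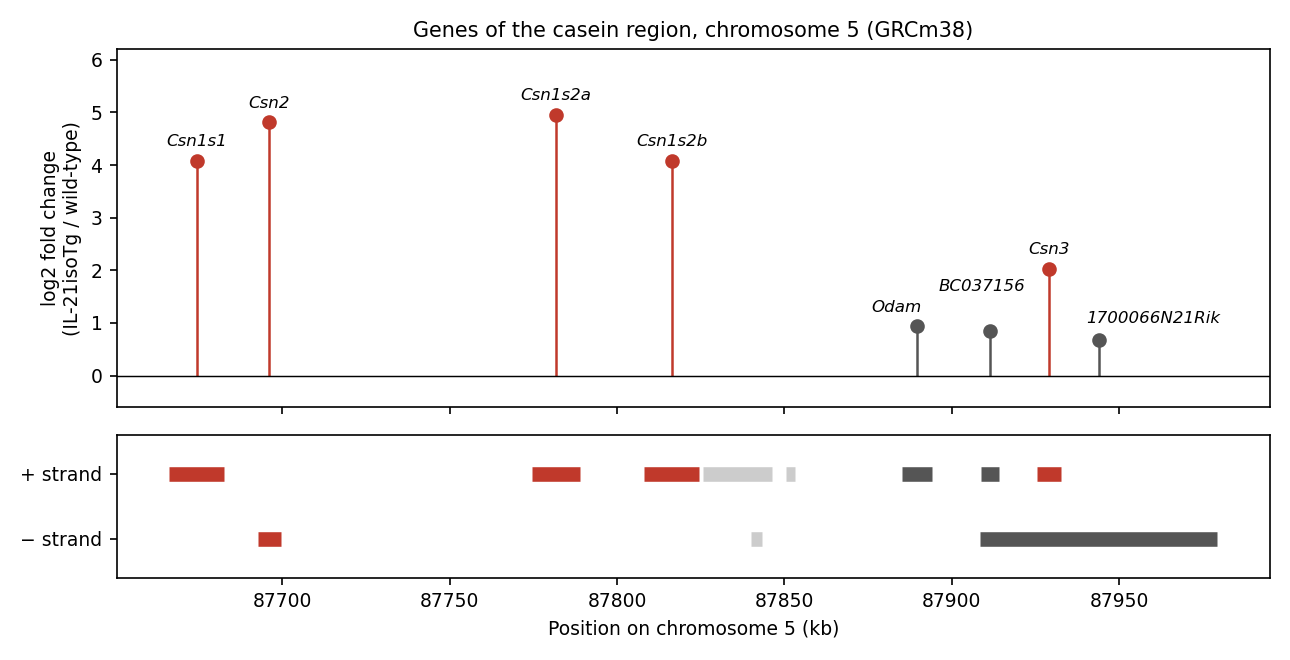
Log2 fold change (IL-21isoTg over wild-type, upper panel) at the midpoint of each tested gene of the casein region, and the genes' extent by strand (lower panel), against position on chromosome 5 of GRCm38 in kb. Caseins are red, other tested genes dark grey and genes below the count filter light grey. The caseins have log2 fold changes of 2.02 to 4.95, above those of the 3 other tested genes.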

IL-21isoTg MECs showed marked upregulation of genes associated with mammary gland development and lactation, including those encoding caseins and lactalbumin. In addition, the expression of *Spp1*, which encodes OPN, and *Gldc*, which encodes glycine decarboxylase (GLDC) were prominently activated (**Figure 3A**). 

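Spp1 (ENSMUSG00000029304) lies on chromosome 5 of GRCm38 from 104435118 to 104441050 on the plus strand and has 7 annotated transcripts. Its level was 172.8 ± 66.8 CPM (SD, n = 3 mice) in wild-type MECs and 1240 ± 536 CPM (SD, n = 3) in IL-21isoTg MECs, a log2 fold change of 2.84 (standard error 0.45, adjusted p = 0.355 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The IL-21isoTg mice did not overlap the wild-type mice (exact permutation test, p = 0.1). DESeq2's Wald test gave an adjusted p of 1.07e-08 at a log2 fold change of 2.85, and DESeq2 on all genes without independent filtering, chosen after seeing the data, moved it most, to 2.57e-09. With each mouse left out in turn, the log2 fold change of Spp1 stayed between 2.57 and 3.17, with adjusted p-values of 0.169 to 0.993. A transcript of unknown class on the same strand, Gm42793, shares 309 of the 1648 bp of Spp1 exons, and its counts of 1 to 209 per mouse were small beside those of Spp1, which were 2199 to 41931.

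Gldc (ENSMUSG00000024827) lies on chromosome 19 from 30098447 to 30175429 on the minus strand, and its first listed transcript has 25 exons. It rested on 6, 4 and 6 counts in the wild-type mice, just above the floor of 3 counts, against 312, 222 and 39 in the IL-21isoTg mice. In CPM this was 0.244 ± 0.0451 (SD, n = 3) and 8.29 ± 4.67 (SD, n = 3), a log2 fold change of 5.06 (standard error 0.57, adjusted p = 0.126), and here too the groups did not overlap (exact permutation test, p = 0.1). DESeq2's Wald test gave a log2 fold change of 5.1 with an adjusted p of 7.36e-13. In the authors' deposited table, the log2 fold change was 2.85 for Spp1 (adjusted p = 2.57e-09) and 5.1 for Gldc (adjusted p = 5.88e-13). Naming Fig. 3A, the paper states that both genes were prominently activated in IL-21isoTg MECs.

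**Figure D3:**
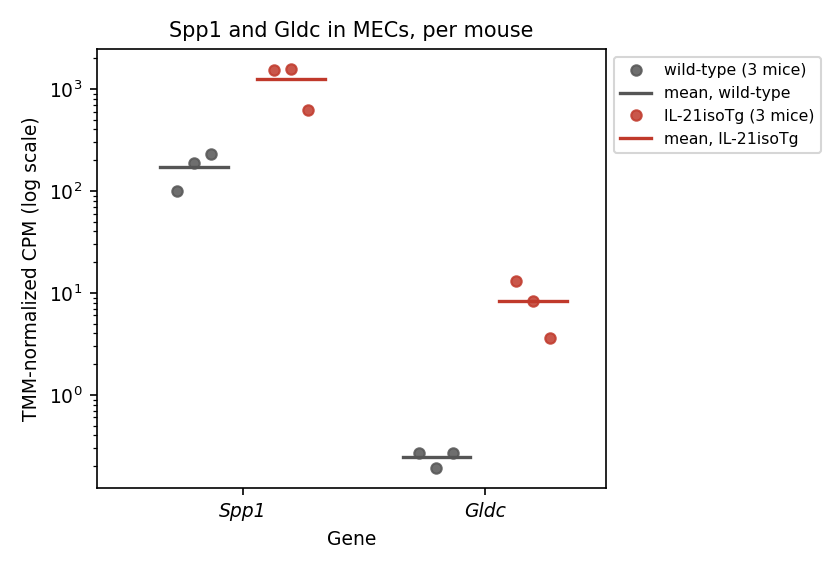
TMM-normalized CPM (log axis) of Spp1 and Gldc in MECs of 3 wild-type mice (grey points) and 3 IL-21isoTg mice (red points), with lines at the means. All 3 IL-21isoTg mice lie above all 3 wild-type mice for both genes, and the Gldc values of the wild-type mice rest on 4 to 6 counts each.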

In this study, we focused our analysis on OPN.

**Figure 3:**
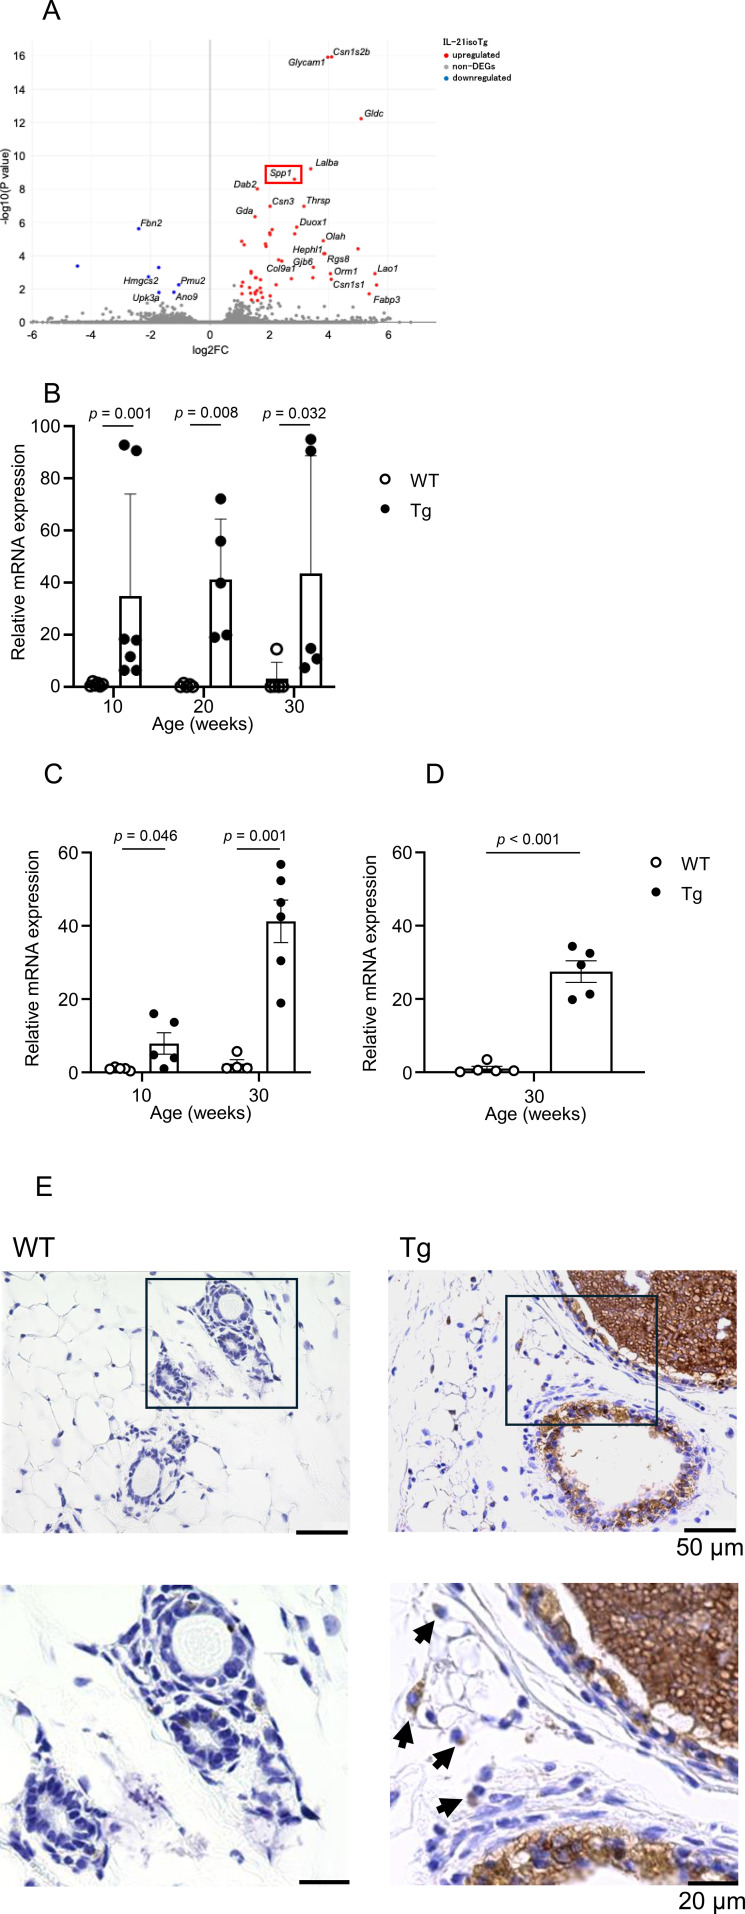
*Spp1* mRNA expression in MECs and stromal cells of IL-21isoTg mice. **(A)** Volcano plot of RNA-seq analysis of MECs from 10-week-old mice. Genes upregulated (red) and downregulated (blue) in IL-21isoTg mice in relation to their expression levels in wild-type mice are shown (n = 3). **(B)** RT-PCR analysis of *Spp1* expression in mammary tissues (n = 5–7). Mann–Whitney U test. **(C, D)** RT-PCR analysis of *Spp1* expression in MECs **(C)** and mammary stromal cells **(D)** (n = 4–6). Mann–Whitney U test. **(E)** Immunohistochemical analysis of OPN expression in mammary tissues from 35-week-old mice. Lower panels show higher magnification images of the indicated areas. Arrows in a lower panel indicate stromal cells expressing OPN.

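Over the 17165 genes tested with edgeR's quasi-likelihood test, 0 genes were higher and 0 lower in IL-21isoTg MECs at an adjusted p under 0.05, with or without a minimum change of 2-fold, and the smallest adjusted p was 0.126. At an unadjusted p under 0.05 there were 999 genes, 548 higher and 451 lower, where 858 are expected by chance. The 2 genotypes did not overlap in 2074 genes, 12.1% of those tested, against 10% by chance. DESeq2's Wald test moved the number of genes higher most, with 72 higher and 9 lower, and edgeR's likelihood ratio test the number lower, with 52 higher and 13 lower. The authors' deposited table has 54 genes higher and 7 lower at an adjusted p under 0.05, and 52 and 7 with a change of at least 2-fold. All 61 of these genes were tested, changed in the direction given there, had an unadjusted p under 0.05 in edgeR's test and had groups that did not overlap, and 0 of them had an adjusted p under 0.05.

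The 24 genes labelled in Fig. 3A, with Csn2 and Csn1s2a, make 26 genes. Csn2 and Csn1s2a are not labelled, and the authors' deposited table does not call them (adjusted p = 0.122 and 0.502). They were added because the paper's text names caseins as higher. All 26 genes changed in the direction drawn or named in the paper, 21 higher and 5 lower. Adjusted over these 26 genes alone, all 26 had an adjusted p under 0.05 (0.000191 to 0.0215), which shows no stability because the labelled genes are the paper's own calls on these data. Over all genes tested, their adjusted p-values were 0.126 to 0.809. With all mice, the largest rise among the 26 was that of Lao1, from 2.67 ± 3.46 (SD, n = 3 mice) to 125.6 ± 62.9 CPM (SD, n = 3). Its log2 fold change was 5.55 (standard error 0.97, adjusted p = 0.401). Without the third wild-type mouse, Csn1s2a, Csn2 and Fabp3 rose more, with 9.95, 8.70 and 7.90 against 7.52 for Lao1. Dab2 had the smallest unadjusted p, with a log2 fold change of 1.59 (standard error 0.17, adjusted p = 0.126). Among the genes that fell, Fbn2 went from 67.4 ± 21.6 to 12.6 ± 6.60 CPM, with a log2 fold change of -2.4 (standard error 0.41, adjusted p = 0.40). Pum2 had a log2 fold change of -1.06 (standard error 0.18, adjusted p = 0.401).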

We quantified *Spp1* expression in whole mammary tissue, isolated MECs, and mammary stromal cells using real-time RT-PCR. *Spp1* expression was significantly elevated in the mammary glands of IL-21isoTg mice at 10, 20, and 30 weeks of age compared with that in wild-type mice (**Figure 3B**). Furthermore, sorted mammary epithelial and stromal cell fractions from IL-21isoTg mice both showed significantly increased *Spp1* expression relative to that in wild-type controls (**Figures 3C, D**).

Immunohistochemical analysis confirmed increased OPN protein expression in the mammary tissues of IL-21isoTg mice (**Figure 3E**). Compared with wild-type mice, OPN was strongly expressed in MECs, within dilated ducts, and in some stromal cells of IL-21isoTg mice, consistent with the RT-PCR findings (**Figures 3C, D**).

### 3.4 IL-21 induces OPN production in macrophages and B cells

In IL-21isoTg mice, *Spp*1 expression was markedly elevated not only in MECs but also in mammary stromal cells (**Figure 3D**). To determine whether this increase in *Spp1* expression was induced by IL-21, mammary gland cells isolated from wild-type mice were stimulated *ex vivo* with IL-21. IL-21 significantly upregulated *Spp1* expression in mammary gland cells (**Figure 4A**). Because MECs do not express the IL-21 receptor, this activation of *Spp1* is presumed to be mainly mediated by stromal cells in the mammary gland. To further elucidate the mechanisms underlying IL-21-induced *Spp1* expression, we employed wild-type splenocytes as a surrogate for the immune cell populations infiltrating the mammary gland. When splenocytes were stimulated *ex vivo* with IL-21, *Spp1* expression was induced as early as 3 h after the stimulation in an IL-21 dose-dependent manner (**Figure 4B**).

**Figure 4:**
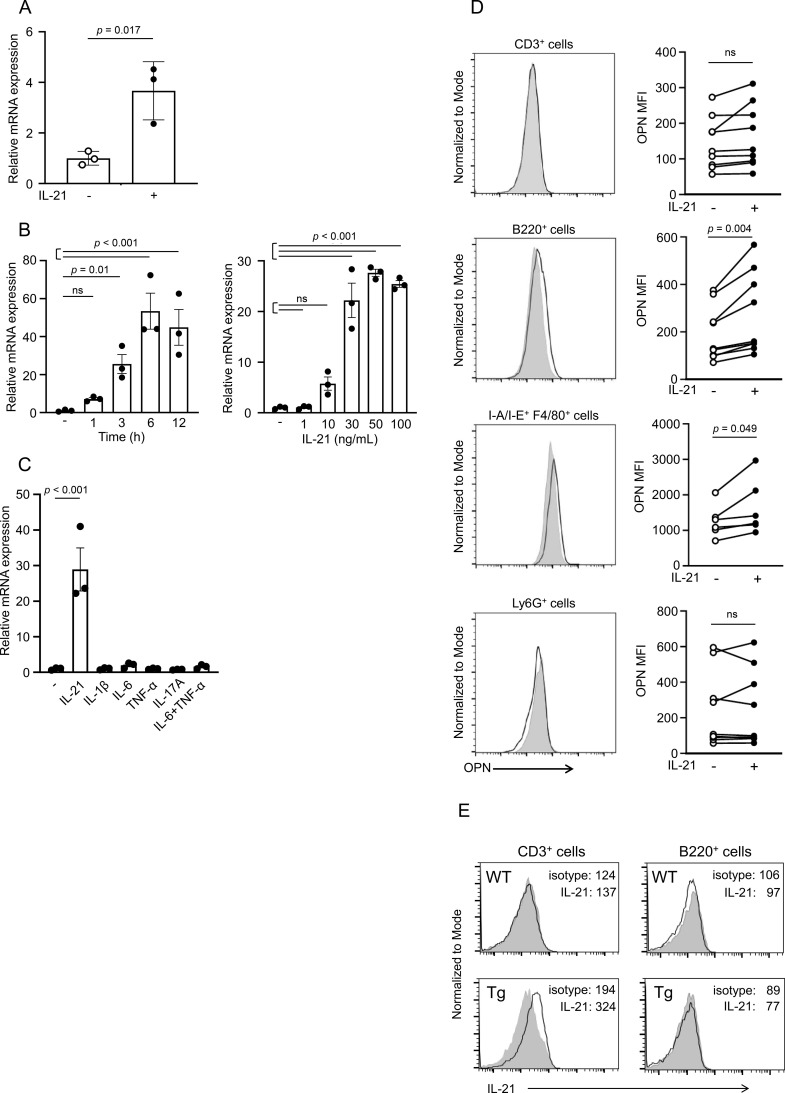
IL-21 induces OPN production in macrophages and B cells. **(A)** RT-PCR analysis of *Spp1* gene expression in mammary gland cells stimulated with 50 ng/mL IL-21 for 6 h. n = 3. Mann–Whitney U test. **(B)** RT-PCR analysis of *Spp1* gene expression in splenocytes stimulated with IL-21. Kinetic analysis following stimulation with 50 ng/mL IL-21 for up to 12 h (left) and dose–response analysis following 6 h stimulation (right). n = 3. Ordinary one-way ANOVA with Dunnett’s multiple comparisons test. **(C)** Splenocytes were stimulated with various cytokines for 6 h, and *Spp1* expression was analyzed by RT-PCR. Cytokine concentrations: IL-21 (50 ng/mL), IL-1β (50 ng/mL), IL-6 (50 ng/mL), TNF-α (100 ng/mL), IL-17 (100 ng/mL). n = 3. Ordinary one-way ANOVA with Dunnett’s multiple comparisons test. **(D)** Representative flow cytometry analysis of OPN expression in splenocytes stimulated with IL-21 (50 ng/mL) for 24 h (left). Quantification is shown (right). Paired two-tailed *t*-test. CD3^+^ cells, B220^+^ cells, and Ly6G^+^ cells (n = 9); I-A/I-E^+^ F4/80^+^ cells (n = 6). ns, not significant. **(E)** Flow cytometry analysis of IL-21 expression in CD3^+^ T cells and B220^+^ B cells among mammary stromal cells. The numbers shown in the histograms indicate the respective MFIs.

In contrast, cytokines previously reported to induce *Spp1* expression, such as IL-1β, IL-6, TNF-α, and IL-17A, had minimal effects on *Spp*1 mRNA levels in splenocytes under our experimental conditions (**Figure 4C**) (50–53).

Flow cytometry analysis (**Supplementary Figure 4**) showed that IL-21 stimulation predominantly induced OPN production in macrophages and B cells (**Figure 4D**).

These findings suggested that in IL-21isoTg mice, stromal cells accumulating in the mammary glands, such as macrophages and B cells, may also produce OPN in response to IL-21iso stimulation. Indeed, IL-21iso-expressing CD3^+^ T cells were detected in the mammary tissue of IL-21isoTg mice (**Figure 4E**).

Collectively, these results indicated that IL-21iso produced by T cells localized within the mammary glands induced OPN production in stromal cells such as macrophages and B cells, thereby contributing to the establishment of a tumor-promoting microenvironment.

Furthermore, we analyzed peripheral blood mononuclear cells (PBMCs) isolated from human peripheral blood. Consistent with our findings in mice, IL-21 stimulation tended to increase OPN expression in B cells and monocytes (**Supplementary Figure 5**).

### 3.5 IL-21 indirectly activates *Spp1* expression in MECs via IL-6 and TNF-α

Next, we investigated the mechanism underlying upregulation of *Spp1* expression in the MECs of IL-21isoTg mice. Because IL-21 receptor expression was not detected in MECs, we hypothesized that cytokines other than IL-21 induce *Spp1* expression.

Mammary tissues from 30-week-old IL-21isoTg mice had significantly higher expression levels of *Il1b*, *Il6*, *Tnf*, *Il10*, and *Il21iso* compared with those in mammary samples from wild-type mice (**Figure 5A**). Among these cytokines, IL-1β, IL-6, TNF-α, and IL-17A have previously been reported to enhance *Spp1* expression. Therefore, we stimulated cell line 5T7, one of the cell lines established from mammary gland tumors derived from IL-21isoTg mice, with each cytokine and IL-21 for 6 hours. These cell lines were positive for CD24, keratin 7, and EpCAM, as well as weakly positive for CD49f, indicating a luminal epithelial origin (**Supplementary Figure 6**). In addition, these cell lines were negative for estrogen and progesterone receptors but positive for ERBB2, which is consistent with a defined subtype of human mammary tumor cells (**Supplementary Figure 6**).

**Figure 5:**
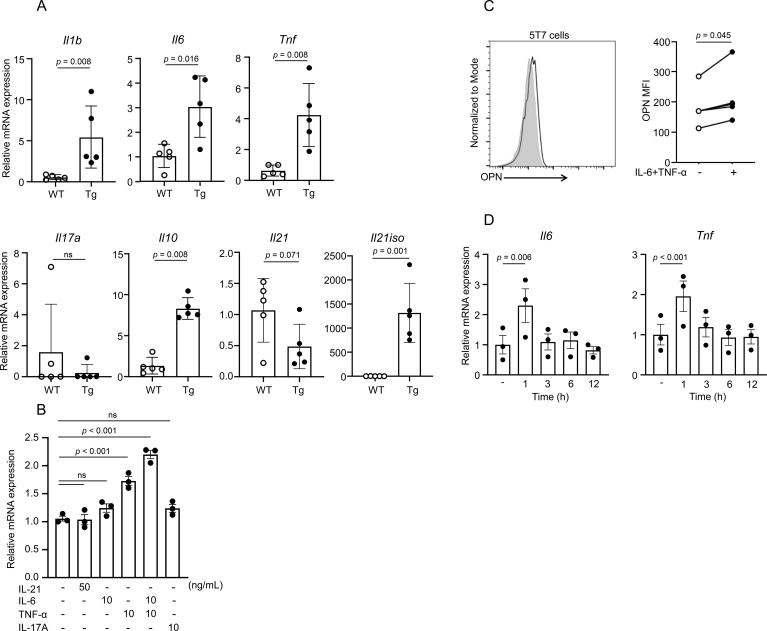
IL-21 activates *Spp1* expression in MECs via IL-6 and TNF-α. **(A)** RT-PCR analysis of cytokine gene expression in mammary tissues (n = 5). Mann–Whitney U test. **(B)** *Spp1* expression in 5T7 cells stimulated with various cytokines for 6 h, analyzed by RT-PCR (n = 3). Ordinary one-way ANOVA with Dunnett’s multiple comparisons test. **(C)** Representative flow cytometry analysis of OPN expression in 5T7 cells stimulated with 100 ng/mL IL-6 and 100 ng/mL TNF-α for 24 h (left). Quantification is shown (right). Paired two-tailed *t*-test, n = 5. **(D)** Activation of *Il6* and *Tnf* expression by IL-21. Splenocytes were stimulated with 50 ng/mL IL-21, and gene expression was analyzed by RT-PCR (n = 3). Ordinary one-way ANOVA with Dunnett’s multiple comparisons test.

Stimulation with IL-6 and TNF-α significantly and additively enhanced *Spp1* expression in 5T7 cells (**Figure 5B**). Similar to primary MECs, 5T7 cells did not express the IL-21 receptor (data not shown) and stimulation with either IL-21 or IL-17A did not increase *Spp1* expression levels. Upregulation of OPN production by IL-6 and TNF-α in 5T7 cells was confirmed by flow cytometry (**Figure 5C**).

IL-21 stimulation promoted *Il6* and *Tnf* expression in splenocytes (**Figure 5D**). These results suggest that in IL-21isoTg mice, IL-21iso-producing T cells accumulated in the mammary gland induce IL-6 and TNF-α production, which in turn may activate *Spp1* expression in MECs.

### 3.6 Impaired antitumor immunity in IL-21isoTg mice

Given the increased OPN expression in the mammary tissues of IL-21isoTg mice and spontaneous development of mammary tumors, we next examined whether antitumor immunity was altered in this model.

Renca cells, a BALB/c-derived renal carcinoma cell line, were subcutaneously inoculated into mice, and tumor growth was monitored. Tumor progression was significantly accelerated in IL-21isoTg mice compared with that in wild-type controls (**Figure 6A**). Consistent with enhanced tumor growth, overall survival was reduced in IL-21isoTg mice (**Figure 6B**). Furthermore, in IL-21isoTg mice, the proportion of regulatory T cells (Tregs) among peripheral blood CD4^+^ T cells were significantly increased compared to wild-type mice (**Figure 6C**).

**Figure 6:**
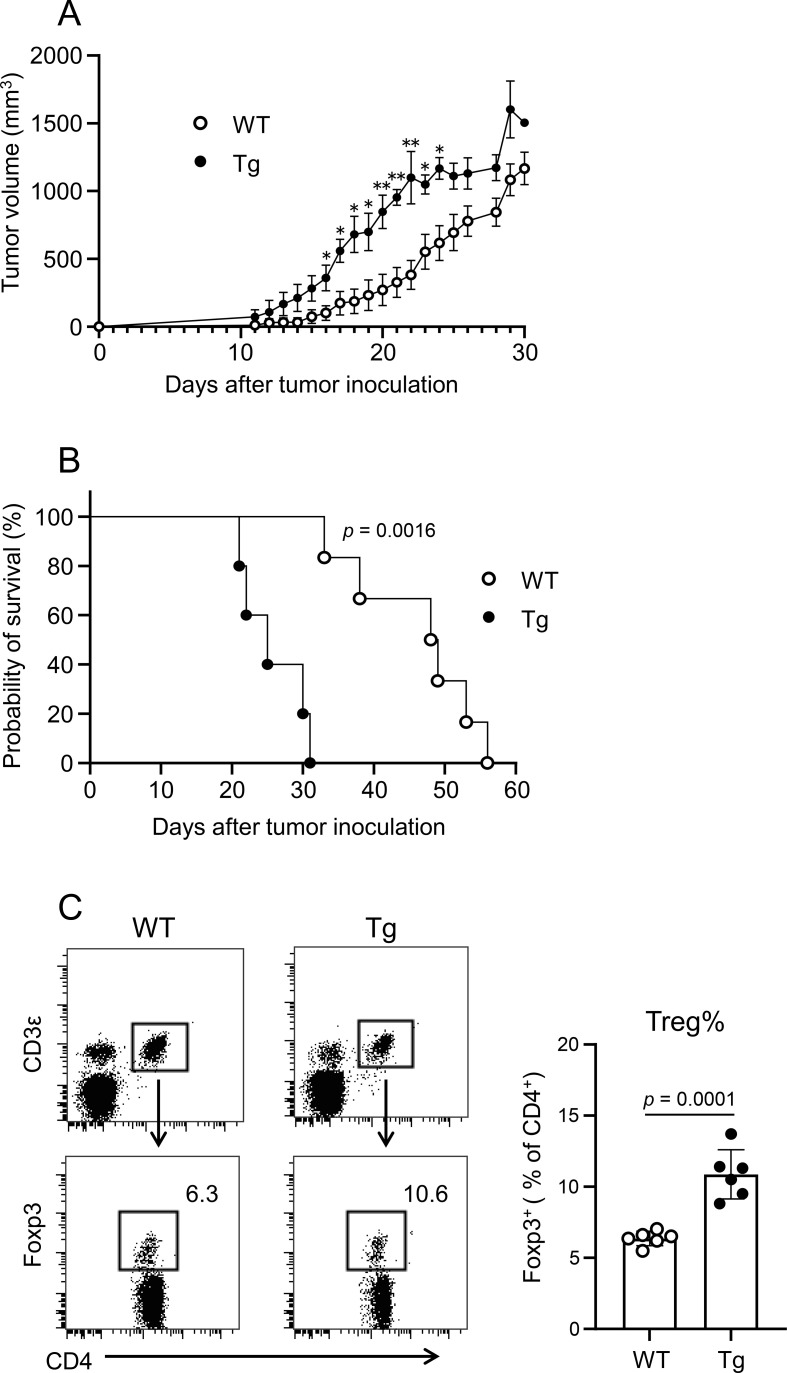
Impaired antitumor immunity in IL-21isoTg mice. **(A)** Growth of subcutaneously transplanted Renca cells in wild-type (n = 6) and IL-21isoTg mice (n = 5). Two-tailed *t*-test. *p < 0.05, **p < 0.01. **(B)** Survival of wild-type (n = 6) and IL-21isoTg mice (n = 5) after Renca cell transplantation. Statistical analysis was performed using the Gehan–Breslow–Wilcoxon test. **(C)** Flow cytometry analysis of regulatory T cells (Tregs) among peripheral blood CD4^+^ T cells. The percentage of Foxp3^+^ cells within CD4^+^CD3ϵ^+^ T cells in the peripheral blood lymphocyte population of 10-week-old mice (n = 6). Statistical analysis was performed using the Mann–Whitney U test.

These results indicate that IL-21isoTg mice have impaired antitumor immunity from a relatively early age. This reduction in antitumor immunity may contribute to the development of mammary tumors in this model.

## 4 Discussion

Our previous studies demonstrated that IL-21isoTg mice exhibit increased susceptibility to DSS-induced colitis and colorectal tumorigenesis caused by combined treatment with DSS and azoxymethane (28, 54), suggesting that IL-21 functions as a pro-inflammatory cytokine. It has recently been reported that CD4^+^ T cells from elderly individuals produce higher levels of IL-21 compared to those from younger individuals (29). Furthermore, serum IL-21 levels are elevated in patients with Alzheimer’s disease and mild cognitive impairment—conditions that increase in prevalence with age—suggesting that IL-21 may be involved in the regulation of microglial function (30, 31).

To examine the long-term consequences of chronic IL-21 elevation, we monitored IL-21isoTg mice over an extended period. We found that more than 45% of IL-21isoTg mice spontaneously developed mammary tumors after 12 months of age. Notably, ductal dilation and other morphological abnormalities were observed as early as 14 weeks of age, suggesting that chronic IL-21 stimulation may contribute to the early mammary epithelial alterations that precede tumorigenesis.

In humans, hormonal factors such as estrogen, prolactin, and progesterone are known to be involved in the development of breast cancer (47–49). In IL-21isoTg mice, however, no increases in serum estrogen or prolactin levels were observed. Furthermore, ovariectomy did not affect the development of mammary tumors in these mice. These results suggest that the development of mammary tumors in the IL-21isoTg model involves mechanisms distinct from those typically observed in humans.

RNA-seq analysis of MECs from 10-week-old IL-21isoTg mice revealed a marked upregulation of *Spp1* expression, which was detected not only in MECs but also in stromal cells within the mammary gland. These alterations occurred prior to tumor development, strongly suggesting that they contributed to tumorigenesis.

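Among the 3 wild-type mice the Spp1 level in MECs was 99.2, 189.7 and 229.6 CPM, and among the 3 IL-21isoTg mice 1537, 1561 and 620.8 CPM. The lowest IL-21isoTg value was thus that of the third mouse, the library with the largest share of counts on salivary gland genes, and it was still above the highest wild-type value. MECs were obtained by removing other cells, so the markers of cells that can carry Spp1 were examined in the same libraries. Of 12 macrophage markers, 8 passed the filter on low counts, and their median log2 fold change was 0.17 (adjusted p = 0.169 from limma's camera test over 21 gene sets); with at least 10 counts required in every mouse it was -0.11. The mean level of these markers was nevertheless higher in each IL-21isoTg mouse (0.62, 0.72 and 0.95 on the log2 CPM scale) than in each wild-type mouse (0.60, -0.09 and 0.47; exact permutation test, p = 0.1). Of 9 fibroblast markers, 9 were tested, and 8 were higher in IL-21isoTg MECs, with a median log2 fold change of 0.58 (adjusted p = 2.92e-07 in camera and 0.299 in fry). Stromal cells themselves are not in these libraries as a separate sample.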

In addition to *Spp1*, RNA-seq analysis revealed that *Gldc* expression was also significantly elevated in the mammary epithelium of IL-21isoTg mice. 

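Gldc was set beside the other genes of the glycine cleavage system in the same MECs. Amt, Gcsh and Dld, which encode its partner proteins, had log2 fold changes of -0.06, -0.18 and 0.04, with adjusted p-values of 0.962, 0.917 and 0.972 from edgeR's quasi-likelihood test. A set of 12 genes of glycine cleavage and one-carbon metabolism, Gldc itself included, had a median log2 fold change of -0.01 with TMM and 0.0050 with DESeq2's size factors. Of the 12 genes 6 were higher, Gldc among them (adjusted p = 0.412 from limma's camera test). Besides Gldc, those higher were Dld, Shmt2, Mthfd2, Phgdh and Psph, with log2 fold changes of 0.017 to 0.36. The lower ones had -0.55 to -0.034. With each mouse left out in turn, the Gldc log2 fold change stayed between 4.58 and 5.42, with adjusted p-values of 0.0840 to 0.637. The settings that changed its call were the quasi-likelihood test with no filter on low counts (log2 fold change 5.05, adjusted p = 0.000130), edgeR's likelihood ratio test (5.06, adjusted p = 2.09e-10) and DESeq2.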

GLDC (glycine decarboxylase) is a key mitochondrial enzyme of the glycine cleavage system (GCS) that catalyzes the degradation of glycine to generate one-carbon units (55). Previous studies have demonstrated that GLDC is profoundly involved in tumor cell proliferation and tumorigenesis across various cancer types. For instance, in non-small cell lung cancer (NSCLC), GLDC is essential for the growth of tumor-initiating cells (TICs) and is sufficient to drive cellular transformation (56). Furthermore, aberrant GLDC expression has been observed in several malignancies, including MYCN-amplified neuroblastoma (57). Although the specific role of GLDC in breast cancer development remains largely unexplored, its marked upregulation in the IL-21isoTg model is a highly intriguing phenomenon. This suggests a potential link between IL-21 signaling and metabolic reprogramming during mammary tumorigenesis. Therefore, further investigation into the functional significance of GLDC in this context is warranted.

The expression and function of OPN in tumors have been extensively studied. High OPN expression in human cancers is widely associated with tumor progression, metastasis, and poor prognosis (37, 58, 59). OPN is also highly expressed in tumor-infiltrating macrophages and other myeloid-derived cells (60, 61). Furthermore, OPN-expressing macrophages have been shown to remodel the tumor microenvironment (TME) and suppress CD8^+^ T cell function in multiple cancer types (39, 41, 62, 63). Studies using OPN-deficient mice have also demonstrated that myeloid-derived OPN plays a more prominent role than tumor-derived OPN in mediating immunosuppression (67).

In the present study, we demonstrated that IL-21 is involved in OPN expression in both the mammary epithelium and mammary stromal cells. To investigate the clinical relevance, we examined publicly available dataset for a potential correlation between IL-21 and OPN in human breast cancer (64). Although we found no significant correlation between elevated OPN levels and increased IL-21 expression in the dataset, further detailed analysis remains necessary.

Our findings suggest that chronic IL-21 exposure in IL-21isoTg mice promotes OPN production in mammary stromal cells, potentially leading to immunosuppression. Consistent with this interpretation, IL-21isoTg mice exhibited a higher proportion of Tregs within the CD4^+^ population compared to wild-type mice. Furthermore, subcutaneous transplantation of Renca cells significantly accelerated tumor growth and reduced survival in IL-21isoTg mice, indicating impaired anti-tumor immunity.

This finding stands in contrast to the established role of IL-21 in enhancing CD8^+^ T cell function and preventing exhaustion (21–24). Due to its potent anti-tumor activity, IL-21 has been evaluated in various clinical trials for malignancies such as melanoma and renal cell carcinoma (65). For example, combination therapy with IL-21 and anti-EGFR antibodies for metastatic colorectal cancer resulted in stable disease (SD) in approximately 60% of patients (66). Recent studies have renewed interest in IL-21 as a promising therapeutic adjuvant, showing enhanced efficacy when combined with other immunotherapies, such as anti-HER2 antibodies or HER2-specific cytotoxic T lymphocytes (CTLs) (67–69).

Therefore, the immunosuppressive effects identified here in IL-21isoTg mice contradict the classical tumor-enhancing effects of IL-21. This discrepancy may be attributed to the pleiotropic nature of IL-21, whose biological impact appears highly context-dependent. Unlike the transient administration of IL-21 in clinical settings, long-term exposure—as modeled in IL-21isoTg mice—may induce sustained OPN expression in both immune cells and the mammary epithelium. This persistent induction could, directly or indirectly, shift the local environment from anti-tumorigenic to pro-tumorigenic, ultimately promoting mammary tumor development. The precise mechanisms by which the IL-21-OPN axis contributes to impaired immunosurveillance require further elucidation.

In summary, OPN expression was induced in both MECs and mammary stromal cells of IL-21isoTg mice even before tumor onset. While the direct functional relationship between elevated OPN and tumor progression in IL-21isoTg mice requires further study through specific functional assays, these results suggest that increased OPN expression contributes to the formation of a microenvironment that facilitates mammary tumorigenesis. These findings emphasize the importance of cautiously evaluating the potential adverse effects of IL-21 in clinical applications. Furthermore, as IL-21 production increases with age, it is crucial to investigate whether elevated IL-21 levels contribute to the increased risk of cancer in the elderly.

## Data Availability

RNA-Seq data have been deposited in the National Center for Biotechnology Gene Expression Omnibus (GEO) public database and are publicly available as of the date of publication under accession number “GSE331007”.

How the deposited data were processed for this re-analysis (not part of the article)

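The data are RNA-seq counts of mammary epithelial cells (MECs) from 3 wild-type and 3 IL-21isoTg mice at 10 weeks of age, with 1 library per mouse. According to the paper, MECs were obtained by removing cells that carry CD45, CD31 or CD140a, and poly(A)-selected libraries were sequenced. Which library is which genotype and replicate was taken from the sample labels and the paper.

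The authors deposited a count of reads for every gene and mouse, without normalization. They also deposited a signal table, in which each count is divided by a size factor for the mouse; these factors equal DESeq2's median-of-ratios factors recomputed from the counts. Another table holds the authors' comparison of the genotypes, with a log2 fold change and its standard error by the authors, the authors' test statistic as a score, and the authors' p-value and adjusted p-value for each gene. Its columns are those DESeq2 writes. The paper's text does not name the aligner, the counting program, the annotation or the settings of the comparison, and gives only a general significance level of 0.05. DESeq2 run here on all genes with a count, without independent filtering, gave the deposited log2 fold changes and adjusted p-values of 28778 genes to within 3.2e-07 and 4.5e-08. Gene positions were taken from the GENCODE M21 annotation of GRCm38, which gives the same start and end as the deposited comparison for 31020 of 31286 shared identifiers.

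From the deposited counts, genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total count 15), library sizes were normalized with TMM, and the genotypes were compared with edgeR's quasi-likelihood test (version 4.0.16, robust dispersions) with genotype as the only term. P-values were adjusted with the Benjamini-Hochberg method over the 17165 genes tested, and calls were made at an adjusted p under 0.05. As the quasi-likelihood test gives no standard error, the absolute log2 fold change divided by the square root of its F statistic is given. DESeq2 1.42.0 and limma 3.58.1 ran in R 4.3.3, and Python 3.11.15 with matplotlib 3.10.9 was used for positions and plots. Levels are given as TMM-normalized CPM (counts scaled to a common library size), and log2 CPM used a prior count of 2 for sets and components and a pseudocount of 0.5 for single genes. Gene sets were tested with limma's camera (inter-gene correlation 0.01) over 21 sets of marker genes. Where genes of a set rise and fall together between mice more than that, camera's p-values are too small. Single values were compared with exact permutation tests that count both sides, which cannot give a p below 0.1 with 3 mice against 3. The genes named in the text are those labelled in Fig. 3A, those the paper names as RNA-seq results or lists with primers, Il21r, and members of the marker sets. The rule also took the genes with the largest changes among those past the threshold, of which there were 0. Genes named by their position in the casein region, salivary gland genes, and genes that overlap a named gene were added after their values were seen.

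The total count per mouse was between 15902886 and 25719244. A count of 3 was taken as the floor, which corresponds to 0.112 to 0.280 CPM, and intervals and floors cover counting error only. On simulated counts with 200 genes changed by a log2 fold change of 3, drawn from the means and library sizes of these mice, the quasi-likelihood test recovered 95.5% of the changed genes with 5.45% false calls among 16752 genes tested, and 100% with 3.85% false calls among 16851 genes in a simulation with less variable dispersions. DESeq2 recovered 98.5% and 100%, with 24.2% and 10.3% false calls. The edgeR likelihood ratio test recovered 100% in both, with 21.3% and 5.66% false calls. With limma-voom 99% and 100% were recovered, with 6.16% and 5.66% false calls.

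The marker sets, the comparison of the genotypes with its tests, and the alternatives were set before the data were examined, apart from 4 alternatives added later. Many tests of explanations in the closing section were chosen after results were seen, and each part of it says which. The alternatives were other normalizations (DESeq2's size factors, upper quartile, and TMM without milk protein genes), other filters (none, or at least 10 counts in every mouse), other tests (DESeq2, limma-voom, edgeR's likelihood ratio test, non-robust dispersions, and fry for sets), other thresholds, the replicate number as a block, and leaving out each mouse in turn. Those added after seeing the data were DESeq2 on all genes, a newer form of edgeR's quasi-likelihood method, the level of salivary gland genes as a covariate, and removal of salivary gland genes. Replicate numbers pair mice only through the labels, which number the mice of each genotype from 1 to 3. No sample was left out.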

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

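The tests in this part were chosen after the results were seen.

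Il21 counts in MECs are not discussed in the paper's account of the RNA-seq data. The log2 fold change of Il21 was 4.98 (adjusted p = 0.757), with 0, 0 and 37 counts in the wild-type mice and 795, 216 and 131 in the IL-21isoTg mice. Its antisense neighbour Gm12534, named because it overlaps Il21, had a log2 fold change of 5.03 (adjusted p = 0.670), with 0, 0 and 15 counts in the wild-type mice and 312, 110 and 62 in the IL-21isoTg mice. According to the paper the transgene is expressed in T cells, so T cells left in the preparation are a candidate source of these counts. The order of the IL-21isoTg mice by Il21 (CPM) was that of the mean of their T cell markers in 1 of 3 pairs of mice, while Cd3e alone, singled out after its values were seen, had the order of Il21 in 3 of 3 pairs, and the T cell markers were few in all mice, with 29 to 104 counts of Cd3e. With 3 pairs this test cannot exclude T cells as the source. The ratio of Gm12534 to Il21 counts was between 39.2% and 50.9% in the 4 mice that had either. One exon of Gm12534 lies within an Il21 intron, from 37231333 to 37231766 on chromosome 3, and within a retained-intron transcript of Il21. Such a near-constant ratio is what reads shared by the 2 genes would give, and whether the counting used the strand is not stated, so a change of Gm12534 of its own cannot be told apart from shared reads.

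The 37 Il21 counts of wild-type mouse 3 set it apart from the other wild-type mice. A candidate explanation is that a share of an IL-21isoTg library entered this library. The share that would give 37 counts is 5.04%, 20.7% or 13.6% for IL-21isoTg mouse 1, 2 or 3. Gldc was examined first. At these shares its count would be 14.5, 38.0 or 11.0 where 6 were counted, and the largest of the 3 one-sided Poisson p-values was 0.0780. Hephl1 was looked at next, and then all 21 genes of the text and Fig. 3A that were higher in IL-21isoTg MECs. At the central shares, 5, 15 and 3 of the 21 genes had fewer counts than the share of mouse 1, 2 or 3 alone would give, at a Poisson p under 0.05 adjusted over the 21, which taken at face value speaks against each of the 3 libraries.

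Only after that result was seen was the test repeated at the lower 95% limit of the 37 counts, 26.1, because the central share leaves out the counting error of the 37. At that limit, by exact one-sided Poisson tests, 0, 11 and 0 genes had fewer counts than expected for mouse 1, 2 and 3, with smallest adjusted p-values of 0.290 for mouse 1 and 0.175 for mouse 3, and with 2 counts of Hephl1 where 8.00 and 7.76 were expected (unadjusted Poisson p = 0.0138 and 0.0166). The outcome for the libraries of mouse 1 and 3 thus depends on which of the 2 versions is used. The 21 genes left out Wap, with 611 counts where the central share of mouse 1 gives 1146. A last test, made after all of these, therefore took the 17163 other genes that passed the filter and compared each with Il21 in the 2 libraries by a one-sided Fisher's exact test, which includes the counting error of both. At an adjusted p under 0.05, 3, 7 and 13 genes had fewer counts than a share of mouse 1, 2 or 3 would give, with smallest adjusted p-values of 0.0288, 6.89e-08 and 2.72e-19. For mouse 1 this is narrow, and Wap itself did not pass for that mouse (unadjusted p = 0.000525, adjusted p = 1). Other genes were near what a share of mouse 1 would give. Csn2 had 11565 counts where the central share gives 8032, against 321 and 209 in the other wild-type mice. Lao1, 1 of the 5 genes below expectation at that share, had 148 where it gives 192, against 11 and 18. A share of the library of mouse 2 or 3 alone is therefore unlikely to be the source, as far as counting error goes. For mouse 1 the tests do not decide, and shares of several libraries were not tested. What gave the Il21 counts of this mouse is left open. No biological explanation was tested.

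Milk lipid synthesis genes, some of which are labelled in Fig. 3A, were higher as a set in IL-21isoTg MECs. Their median log2 fold change was 0.99, with 15 of 15 genes and 3 of 3 mice higher (adjusted p = 6.80e-21 in camera and 0.0795 in fry). The adjusted p was that small in 1 of the 4 splits of the mice that part every same-numbered pair, the real one, and in 1 of all 10 splits, but neither number of splits can give a share under 0.05. Adipocytes in the preparation could raise such genes. The third IL-21isoTg mouse, whose adipocyte marker level of 1.14 (mean log2 CPM) lay below the highest wild-type level of 1.79, had a milk lipid level of 6.37 against at most 5.64 in the wild-type mice, so adipocytes do not account for the rise in that mouse. The pattern cannot be told apart from a difference between individual mice unrelated to genotype.

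Fibroblast genes were higher in IL-21isoTg MECs although cells carrying CD140a, the product of Pdgfra, had been removed. The median log2 fold change was 0.58, with 8 of 9 genes and 3 of 3 mice higher (adjusted p = 2.92e-07 in camera and 0.299 in fry). With one mouse left out the median was 0.29 to 0.87, with an adjusted p of up to 0.000585 in camera. Over the other normalizations, and with salivary gland genes removed, the lowest median was 0.57, but the normalizations shift log2 fold changes by too little to turn such a median, so this does not exclude normalization as a source. As small an adjusted p came from 1 of the 4 splits, the real one, and from 1 of all 10. More fibroblasts left in the preparation of IL-21isoTg glands and higher collagen expression in the cells present were not separated by any test, and the difference may rest on the mice compared.

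The set of IL-6 and STAT3 response genes passed the threshold in camera (adjusted p = 0.000614) but not in fry (0.252). Its median log2 fold change was 0.14, with 10 of 12 genes and 3 of 3 mice higher, while the mean level differed by 0.98. Saa1 and Saa2, with log2 fold changes of 3.85 and 4.78 (adjusted p = 0.670 each), account for most of that gap, which is consistent with a few genes carrying the set, as the median of 0.14 shows. Of the 4 splits, 1 gave as small an adjusted p, the real one, and of all 10 splits also 1.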

How the results depend on the processing

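At an adjusted p under 0.05, edgeR's quasi-likelihood test called 0 genes higher and 0 lower in IL-21isoTg MECs, with 999 genes at an unadjusted p under 0.05. The count was also 0 under DESeq2's size factors, upper-quartile normalization, normalization without milk protein genes, the filter of at least 10 counts in every mouse, limma-voom, non-robust dispersions, the thresholds of 0.1 and 0.01, and the test against a minimum log2 fold change of 1, with 137 to 1008 genes at an unadjusted p under 0.05. At the 2 other thresholds the 0 was fixed in advance, since the smallest adjusted p was 0.126. The test against a minimum change is stricter than the main one, so its 0 adds little. It was likewise 0 under the newer quasi-likelihood method and with salivary gland genes removed, both chosen after seeing the data, with 1071 and 1045 genes at an unadjusted p under 0.05. Other settings moved the number. With no filter on low counts, 14 genes were higher, all 14 by at least 2-fold, among them 2 of the 6 casein and lactalbumin genes. DESeq2's Wald test gave 72 higher and 9 lower, 62 and 8 of them by at least 2-fold, with 4 of the 6 casein and lactalbumin genes. The edgeR likelihood ratio test gave 52 higher and 13 lower, all by at least 2-fold, and also 4 of the 6. DESeq2 on all genes without independent filtering, chosen after seeing the data, gave 54 higher and 7 lower, 52 and 7 by at least 2-fold, and 4 of the 6. Of the 81 calls of DESeq2's Wald test and the 65 of the likelihood ratio test, 57 were shared. With the salivary gland gene level as a covariate, also chosen after seeing the data, 1 gene was lower, by at least 2-fold. Across the 6 fits that each left out one mouse, 0 to 6 genes were higher, also by at least 2-fold, with 0 to 3 of the casein and lactalbumin genes, and 0 were lower, with 537 to 1566 genes at an unadjusted p under 0.05. The 6 genes appeared without the third wild-type mouse. On counts simulated with 200 genes changed by a log2 fold change of 3 and the same number of mice, the quasi-likelihood test recovered 95.5% to 100% of them. The simulation fixed the number and size of the changes and drew the noise from edgeR's own fitted dispersions. It therefore cannot tell whether the number of mice caused the 0 calls here. The cause of the difference between tests was not tested.

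Spp1 and Gldc kept their direction in all settings run. Spp1 passed the threshold at a log2 fold change of 2.85 in DESeq2's Wald test, 2.84 in the likelihood ratio test and 2.85 in DESeq2 on all genes. Gldc passed at 5.05 with no filter, 5.1 in DESeq2's Wald test, 5.06 in the likelihood ratio test and 5.1 in DESeq2 on all genes. Leaving out one mouse gave 2.57 to 3.17 for Spp1 and 4.58 to 5.42 for Gldc, with no pass of the threshold for either.

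In the marker gene sets, camera called 8 of 21 sets and fry called 1, the milk proteins. Leaving out one mouse gave 9 to 11 sets. The median log2 fold change reversed for 7 of the 21 sets, none of which passed the threshold in camera with all mice. Macrophages reached -0.11 with at least 10 counts in every mouse and -0.037 to 0.48 with one mouse left out. B cells reached -0.050 with the salivary gland covariate and -0.29 to 0.63 with one mouse left out. T cells reached -0.19 with no filter, -0.21 in DESeq2 on all genes and -0.28 to 0.52 with one mouse left out. Luminal epithelium reached -0.0026 in limma-voom and -0.27 to 0.21 with one mouse left out. Glycine cleavage and one-carbon genes, Gldc included, had a median of -0.01. It reached 0.0050 with DESeq2's size factors, 0.0050 in DESeq2's Wald test, 0.028 in limma-voom and 0.040 with the replicate number as a block. It also reached 0.0016 in DESeq2 on all genes, 0.014 with salivary gland genes removed, and -0.17 to 0.19 with one mouse left out. Without the first wild-type mouse, where it was 0.19, this set passed the threshold. With one mouse left out, skeletal muscle genes reached -0.91 to 0.074, and interferon response genes reached -0.18 to 0.33, also past the threshold without the first wild-type mouse. Of the single genes, 7 reversed, with adjusted p-values of 0.848 or more with all mice. With the salivary gland covariate, Dld reached -0.042, Odam -0.088 and 1700066N21Rik -0.053. With one mouse left out, Amt reached -0.19 to 0.019, Gcsh -0.39 to 0.033, Dld -0.076 to 0.14, Odam -0.29 to 2.38, 1700066N21Rik -0.029 to 1.14, Pgr -0.62 to 0.24 and Tnf -0.55 to 0.023. Over 54 single genes and gene sets, Spp1 and Gldc included, and 1092 alternatives, 985 kept their direction and side of the threshold, 8 no longer passed it, 63 newly passed it, and 36 reversed. The cause of these reversals was not tested.

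Same-numbered mice of the 2 genotypes are different animals, and their deviations from the group means correlated at -0.07 over all 3 pairs together. With the replicate number as a block, 0 genes were called, with 657 genes at an unadjusted p under 0.05, Spp1 had a log2 fold change of 2.82 and Gldc of 4.91, and 8 marker gene sets passed the threshold.

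Depth limits the genes with few counts. The wild-type level of Gldc rests on 4 to 6 counts per mouse, and Gldc and Csn1s2b have no value under the filter of at least 10 counts in every mouse.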

Differences from the paper's values

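In Fig. 3A, read by eye, the height of Spp1 is about 8.6, that of Gldc about 12, that of Csn1s2b about 16 and that of Lalba about 9.2. The axis is labelled as −log10 of the p-value, and these heights match −log10 of the adjusted p-values in the authors' deposited table (8.59, 12.2, 15.9 and 9.21). In edgeR's quasi-likelihood test, −log10 of the adjusted p was 0.450 for Spp1, 0.899 for Gldc, 0.899 for Csn1s2b and 0.450 for Lalba. Among the alternatives set before the data were examined, DESeq2's Wald test gave 7.97, 12.1, 16.4 and 8.26, each within a ratio of 1.5 of the height in the figure on this scale, the limit used here. By that limit, which is wide for p-values, the edgeR likelihood ratio test also came near for Gldc (9.68) and Csn1s2b (11.8) and not for Spp1 (5.30) or Lalba (5.57). The other alternatives set before the data were examined did not reach the paper's values for any of the 4 genes, although with no filter on low counts Gldc and Csn1s2b stood at 3.89. DESeq2 on all genes without independent filtering, chosen after seeing the values, gave 8.59, 12.2, 15.9 and 9.21.

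The paper's volcano plot has about 7 genes drawn as lower in IL-21isoTg mice in Fig. 3A, read by eye. In edgeR's quasi-likelihood test, 0 genes were lower by at least 2-fold at an adjusted p under 0.05. At an unadjusted p under 0.05, 185 genes were lower by at least 2-fold. DESeq2's Wald test gave 8, and the other alternatives set before the data were examined gave 0, apart from the likelihood ratio test with 13. DESeq2 on all genes without independent filtering, chosen after seeing the values, gave 7.

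In its discussion the paper calls the rise of Gldc significant. The adjusted p of Gldc was 0.126 in edgeR's quasi-likelihood test, and it was under 0.05 with no filter on low counts, in the likelihood ratio test, in DESeq2's Wald test, and in DESeq2 on all genes, the last of these chosen after seeing the values. Of the 61 genes that the authors' deposited table calls, and that DESeq2 on all genes, chosen after seeing the values, calls too, DESeq2's Wald test called 61, the likelihood ratio test 56, the quasi-likelihood test with no filter 14, among them Csn1s2b, Csn3 and Dab2, and the quasi-likelihood test with the filter 0, although all 61 had an unadjusted p under 0.05 there. Without the third wild-type mouse, Csn2, Csn1s2a, Csn1s2b, Wap, Fabp3 and Lao1 passed. For Csn1s2b the adjusted p ranged from 0.0403 to 0.637 over the fits that left out one mouse. One label in Fig. 3A reads Pmu2, a symbol with no entry in the count table, and was taken as Pum2.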

Other observations

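The tests of the salivary gland genes, of the gene set counts, of the splits in DESeq2 on all genes, of the chance of the milk protein set, and of adipocytes in every mouse were chosen after the results were seen. The other tests in this part were set beforehand.

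The number of genes that differ between the genotypes was compared with that of other splits of the 6 mice into 3 and 3. The labels number the mice of each genotype, and 4 of the 10 splits part every same-numbered pair, as the real one does, while the 6 others keep 2 pairs together. In edgeR's quasi-likelihood test the real split gave 0 calls and the others 0 to 4; any split gives at least 0, so that 4 of the 4 did so was fixed in advance and tells nothing about chance. The shares that follow count the real split itself. By the number of genes at an unadjusted p under 0.05, 2 of the 4 gave at least the 999 of the real split. Over all 10 splits 4 did, with 161 to 1512 genes in those other than the real one. In the likelihood ratio test 1 of the 4, the real one, gave at least 65 calls, and 3 of all 10 did. In DESeq2's Wald test 1 of the 4, the real one, gave at least 81. Over all 10 splits, 3 gave at least 81 calls in DESeq2's Wald test, and the highest gave 276. In DESeq2 on all genes, the setting of the deposited comparison, 2 of the 4 gave at least 61, and 4 of all 10 did. With 4 or 10 splits no share can be under 0.05, so chance can be neither excluded nor shown by these counts. Camera called 8 marker sets, and 2 of the 4 splits and 4 of all 10 gave as many. The total counts do not part the genotypes, since the totals of 3 of 3 wild-type mice lay within the range of the IL-21isoTg mice.

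For the rise of Spp1, carry-over of macrophages was set against the macrophage markers, whose median log2 fold change was 0.17 where Spp1 had 2.84, and carry-over of B cells against the B cell markers, with 0.038. Neither median rose as Spp1 did, so a like increase of these cells is unlikely to account for all of it. The limit by which the macrophage median was judged was set when the test was written, not beforehand. The macrophage result is not clear-cut, since the mean level of the markers was higher in 3 of 3 IL-21isoTg mice than in any wild-type mouse (by 0.44 on the log2 scale; exact permutation p = 0.1) and the median turned to -0.11 under a stricter filter. Some contribution of macrophages is therefore left open, and a higher Spp1 level within the same number of macrophages was not tested. The paper proposes cytokines as a link, and the response sets were divided. Genes of the TNF and NF-kB response had an adjusted p of 0.119 in camera and genes of the IL-6 and STAT3 response 0.000614, the latter resting on few genes, so a cytokine response in MECs is left open. A common programme with the milk protein genes is also left open, as 2 of 3 pairs of IL-21isoTg mice had the same order in Spp1 and in the milk protein set.

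Milk protein genes were higher in 3 of 3 IL-21isoTg mice than in any wild-type mouse, so the rise does not rest on a single mouse. A shift toward luminal cells would raise luminal and lower basal markers, and the median log2 fold change was 0.043 for luminal and 0.55 for basal epithelium, so a shift from basal to luminal cells is unlikely to be the source. Within the luminal cells, markers of alveolar progenitors had a median of 0.38 with 6 of 8 genes higher (adjusted p = 0.169 in camera, and 0.00127 to 0.903 over the fits that left out one mouse), among them Elf5 with 0.70 and groups that did not overlap (adjusted p = 0.809), and markers of hormone-sensing cells had a median of -0.49 with 2 of 8 genes higher (adjusted p = 0.0649 in camera, and 7.01e-07 to 0.582 over the fits that left out one mouse). Among the other settings set beforehand with all mice, the smallest adjusted p was 0.123 for alveolar and 0.0368 for hormone-sensing markers. Among the settings added after seeing the data it was 0.00284 and 0.0120. These set tests leave a shift within the luminal cells toward the alveolar lineage open, and the sets were not tested jointly. Both medians were small beside the 4.08 of the milk protein set. Genes of the progesterone response, used as a sign of the oestrous stage, had a median of -0.26, but single genes of the set differed more, such as Tnfsf11 with a log2 fold change of -4.08 and groups that did not overlap (adjusted p = 0.809; 600, 36 and 23 counts in the wild-type mice and 19, 14 and 4 in the IL-21isoTg mice) and Calca with 2314 counts in the first wild-type mouse and 0 to 7 in the others, both named after their values were seen. A difference in oestrous stage between the mice cannot be excluded as a source. Adipocyte markers were higher by a median of 1.78 (adjusted p = 0.000411 in camera and 0.421 in fry), but with an exact permutation p of 0.3. With one mouse left out the median was 0.86 to 4.32, and 2 of the 4 splits gave as small an adjusted p in camera. In the third IL-21isoTg mouse the adipocyte level was 1.14 (mean log2 CPM), within the wild-type mice (at most 1.79), while its milk protein level was 8.90 against at most 6.35 in the wild-type mice, so adipocytes do not account for the rise in that mouse, while in the 2 others a contribution of them cannot be told apart. With the salivary gland gene level as a covariate the milk protein set kept a median log2 fold change of 4.11. As that level did not follow the genotype (exact permutation p = 0.6), the covariate could hardly move the median, so the unchanged value tells little. As small an adjusted p for the milk protein set came from 1 of the 4 splits, the real one, and from 1 of all 10. These shares cannot fall under 0.05, so the splits alone do not tell the rise apart from a chance difference between mice. That the milk protein genes were higher in these 3 IL-21isoTg mice was measured, and an effect of the genotype as the reason is a hypothesis.

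Genes typical of salivary glands took a large share of the counts in libraries described as MECs. Bpifa2 had the highest summed count of all genes, with 15.1%, 3.34% and 9.54% of the counts in the wild-type mice and 13.3%, 2.72% and 25.1% in the IL-21isoTg mice. The level of the 15 salivary gland genes in 3 of 3 wild-type mice lay within the range of the IL-21isoTg mice, so it does not follow the genotype. The log2 ratio of Dcpp1, a sublingual gene, to Bpifa2, a parotid gene, ranged over 4.42 between libraries, which speaks against 1 common pool of salivary RNA added to all of them. If salivary gland cells had replaced mammary cells, hormone-sensing luminal genes could fall as salivary genes rise, although TMM normalization works against such a fall. Over the 6 mice Pearson's r was -0.76 (permutation p = 0.104) and Spearman's rho -0.60 (permutation p = 0.242), with adjusted p-values of 1 and 0.887 over 21 such relations, and r was -0.76 without the 2 mice farthest from the median. For the luminal, alveolar and basal sets r was -0.46, -0.72 and -0.18, and -0.082, 0.0048 and 0.33 without the farthest mice. The relation with hormone-sensing genes did not pass. The TMM factor was 0.675 in the third IL-21isoTg mouse and 1.17 and 1.23 in the second IL-21isoTg and wild-type mice. Such factors offset a dilution by salivary counts, so the test cannot decide on replacement. Tissue taken along with the gland, such as salivary gland near the upper mammary glands, may be the source but was not shown. No biological explanation was tested.

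Several receptors the paper discusses were measured in the same MECs. Il21r had 25, 11 and 41 counts in the wild-type mice and 17, 55 and 25 in the IL-21isoTg mice, a level of 1.17 ± 0.659 CPM (SD, n = 3) and 1.70 ± 0.868 CPM (SD, n = 3), with a log2 fold change of 0.52 (adjusted p = 0.892). Esr1 had a log2 fold change of -0.47 (adjusted p = 0.820), Pgr of -0.28 (adjusted p = 0.913) and Prlr of -0.52 (adjusted p = 0.868), and the groups overlapped for each. The paper reports a tendency to more estrogen receptor in IL-21isoTg MECs, which these overlapping values neither show nor exclude. Cytokines were measured by RT-PCR in the paper in whole mammary tissue of older mice. The values here are from MECs at 10 weeks, with cells carrying CD45 removed, so they do not test that result. Il1b had a log2 fold change of -1.12 (adjusted p = 0.829). Its counts were 52, 13 and 14 in the wild-type mice and 4, 15 and 11 in the IL-21isoTg mice. Il6 had a log2 fold change of 0.21 (adjusted p = 0.879) and Tnf one of -0.16 (adjusted p = 0.928). For each of these 3 cytokines the groups overlapped. Il10 had 0 to 6 counts per mouse and was below the filter, and Il17a had 0 counts in all 6 mice. Endothelial markers, whose cells carry CD31 and were removed, had a median log2 fold change of 0.81 (adjusted p = 9.46e-06 in camera and 0.421 in fry). Proliferation genes had one of -1.44 (adjusted p = 5.77e-07 in camera and 0.496 in fry). The groups overlapped in both (exact permutation p of 0.2 and 0.4). With one mouse left out, the endothelial median was 0.44 to 1.48. The proliferation median was then -1.89 to -0.36, with an adjusted p of up to 0.125 in camera. The first wild-type mouse had a proliferation level of 5.08 (mean log2 CPM), against 2.56 and 3.15 in the other wild-type mice. As small an adjusted p came from 1 of the 4 splits for endothelium and 2 for proliferation, and from 2 of all 10 for each.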
